# Essential and non-overlapping IL-2Rα-dependent processes for thymic development and peripheral homeostasis of regulatory T cells

**DOI:** 10.1038/s41467-019-08960-1

**Published:** 2019-03-04

**Authors:** Kevin H. Toomer, Jen Bon Lui, Norman H. Altman, Yuguang Ban, Xi Chen, Thomas R. Malek

## Abstract

IL-2R signaling is essential for regulatory T cell (Treg) function. However, the precise contribution of IL-2 during Treg thymic development, peripheral homeostasis and lineage stability remains unclear. Here we show that IL-2R signaling is required by thymic Tregs at an early step for expansion and survival, and a later step for functional maturation. Using inducible, conditional deletion of CD25 in peripheral Tregs, we also find that IL-2R signaling is indispensable for Treg homeostasis, whereas Treg lineage stability is largely IL-2-independent. CD25 knockout peripheral Tregs have increased apoptosis, oxidative stress, signs of mitochondrial dysfunction, and reduced transcription of key enzymes of lipid and cholesterol biosynthetic pathways. A divergent IL-2R transcriptional signature is noted for thymic Tregs versus peripheral Tregs. These data indicate that IL-2R signaling in the thymus and the periphery leads to distinctive effects on Treg function, while peripheral Treg survival depends on a non-conventional mechanism of metabolic regulation.

## Abstract (web summary)

Interleukin-2 (IL-2) signaling is required for regulatory T (Treg) cell differentiation in the thymus, but its function in peripheral Tregs is still unclear. Here the authors show, using inducible deletion of IL-2 receptor subunit CD25, that IL-2 signaling is essential for maintaining peripheral Treg homeostasis, but dispensable for lineage stability.

## Introduction

IL-2R signaling is essential for regulatory T cells (Tregs) in part by driving activation of STAT5 that directly upregulates Foxp3 and CD25 in a positive feedback loop to establish and maintain Treg transcriptional identity^1–3^. Through this pathway, IL-2 promotes the maturation of CD4^+^ Foxp3^lo^ T cells into CD4^+^ CD25^+^ Foxp3^hi^ Tregs during thymic development^4–6^. Recent studies also point to a critical role for IL-2 in Treg function, as conditional ablation of IL-2Rα (CD25) or IL-2Rβ (CD122) in Tregs led to lethal autoimmunity^7^, similar to Foxp3-deficient scurfy mice^8^. Suppressive function was restored in these Tregs after expression of constitutively active STAT5^7^. Although these genetic tools have advanced our understanding of Treg function, they have not yet established the Treg-selective role of IL-2R signaling in the thymus, including the possibility of redundancy with IL-15 or inflammatory signals that are present in the context of autoimmune disease. Moreover, the extent to which accelerated disease is directly related to loss of Treg function, versus effects on thymic development or impaired IL-2 responsiveness of autoreactive T cells, has not yet been determined.

IL-2 also supports maintenance of Tregs in the periphery. However, the data corroborating this role are derived primarily from settings of immune reconstitution^9,10^, adoptive transfer^11^, or autoimmunity^12–14^ that may not reflect normal physiology. Blockade with anti-IL-2 monoclonal antibody (mAb) reduces abundance, physiological proliferation, and Foxp3 expression among Tregs early in life^15^, but only minimally affects the peripheral Treg compartment in adult mice^16^. Other studies have shown that signals through TCR^17–20^, CD28^21^, CTLA4^22^, TNF receptor superfamily (TNFRSF) members^23,24^, and IL-33^25,26^ contribute to peripheral Treg survival, expansion, and function. These data raise the possibility that IL-2 has a more limited role for Tregs post thymically. Furthermore, assessments of IL-2R signaling for Treg subsets suggest a complex and multifaceted role whereby IL-2 controls the survival of long-lived, resting CD62L^hi^ central Tregs (cTregs) as well as production of highly proliferative, terminally differentiated Klrg1^+-^activated effector Tregs (eTregs)^27,28^, while eTreg function appears to be enhanced by TCR and IL-2R signaling through a non-overlapping mechanism. Several studies have also suggested that IL-2 is essential to maintain the identity of peripheral Tregs^29,30^, but this issue has not been unequivocally addressed.

Since IL-2R signaling is critical during thymic Treg development, it has been difficult to establish the precise function of this pathway in Treg homeostasis and stability. This role cannot be ascertained using germline or Treg conditional knockout of IL-2/IL-2R because the targeted genes are ablated before or during thymic Treg development, obscuring true IL-2-dependent effects in mature Tregs. Here, we use a Treg CD25 conditional knockout (cKO) model to determine the role of IL-2R signaling during thymic development and for peripheral Tregs independent of the thymus, the latter by tamoxifen-induced CD25 deletion. Our approach is also designed to eliminate any confounding factors associated with the systemic autoimmunity typically caused by ablating IL-2R signaling in mice. Our study identifies overlapping but differential IL-2R-dependent functions for Treg thymic development and peripheral Treg homeostasis.

## Results

### Treg-targeted CD25^cKO^ produces a scurfy-like phenotype

Tregs selectively lacking expression of CD25 are nonfunctional, as mice with this defect rapidly succumb to lethal autoimmunity^7^. We produced CD25 conditional knockout (cKO) mice to assess the basis for this lethal disease and directly define the role of IL-2R signaling for Treg thymic development and peripheral homeostasis. In this model, C57BL/6 CD25^flox/flox^ mice were crossed to Foxp3^YFP/Cre^ mice so that resulting progeny expressed a nonfunctional *Il2ra* gene through Cre-mediated excision of exon 4 (Supplementary Fig. 1a, b). Tregs from these CD25^flox/Foxp3−YFP/Cre^ mice (designated CD25^cKO^) and mice with germline deletion of CD25 (designated CD25^gKO^) did not express CD25 (Supplementary Fig. 1c–e).

As expected, CD25^cKO^ and CD25^gKO^ mice exhibited lethal autoimmunity, but death for CD25^cKO^ mice occurred at a much younger age (3−4 weeks) (Fig. 1a). The disease process exhibited overlapping features in both knockout models, including autoimmune hemolytic anemia, weight loss, and lymphocytic infiltration of multiple organs (Supplementary Fig. 2b–f), with T conventional (Tconv) populations skewed toward a highly activated CD44^hi^ CD62L^lo^ phenotype (Fig. 1b). However, CD25^cKO^ mice uniquely demonstrated clinical and histological evidence of skin inflammation, including shrinking and crusting of the ears, scaling of the tail, squinting, and hair loss (Fig. 1c, Supplementary S2a). This abbreviated life span and skin involvement produced a phenotype similar to the scurfy (Foxp3-null) mouse, likely due in part to the absence of Treg function^8^.

**Fig. 1:**
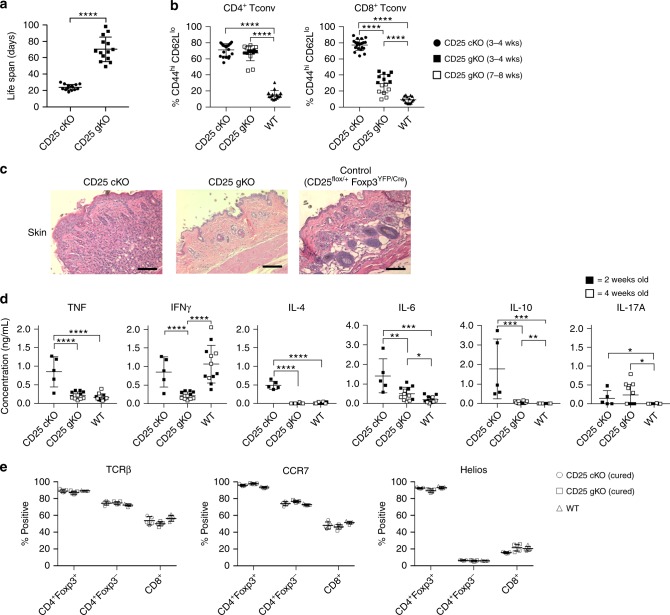
Lethal autoimmunity in CD25 Treg-targeted conditional and CD25 germline knockout mice. **a** Lethal autoimmune disease occurs in both CD25^flox/Foxp3-YFP/Cre^ mice (designated CD25^cKO^) and CD25^gKO^ mice, and is accelerated in the former. Life span refers to time until animals died spontaneously or developed clinical complications for which euthanasia was indicated (*n* = 14 mice per genotype). **b** Percentages of CD4^+^ and CD8^+^ T conventional (Tconv) cells from the indicated mice expressing a CD44^hi^ CD62L^lo^ phenotype, evaluated by ex vivo flow cytometry (*n* = 15–20 mice per genotype). **c** Representative H&E-stained dorsal skin sections from the indicated mice (magnification ×200, scale bar: 100 μm). **d** After stimulation with anti-CD3/CD28, cytokine production by splenocytes from the indicated mice was determined by bead capture assay (*n* = 5–12 mice per genotype). **e** Thymic selection based on expression of TCRβ, CCR7, and Helios was evaluated among single positive subsets from the indicated mice at 12–14 days of age (*n* = 5 mice per genotype). Each point represents an individual mouse (**a**, **b**, **d**, **e**; mean ± SD). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 (two-tailed Student’s *t* test). Data are pooled from (**a**, **b**, **d**, **e**) three independent experiments

CD25^gKO^ mice contained many fewer activated CD44^hi^ CD62L^lo^ CD8^+^ T cells than CD25^cKO^ mice. In addition, when splenocytes from these mice were stimulated with anti-CD3/CD28 in vitro, production of Th1 (TNF and IFNγ) and Th2 (IL-4, IL-6, and IL-10) cytokines was significantly greater in CD25^cKO^ mice. In contrast, IL-17 secretion was low, but elevated similarly, in T cells from CD25^cKO^ and CD25^gKO^ mice (Fig. 1d). These data indicate that T cells from CD25^cKO^ mice produce more Th1 and Th2 cytokines than CD25^gKO^ mice, and that these autoreactive T cells also appear earlier in life. Thus, the delayed disease in CD25^gKO^ mice likely reflects a loss of IL-2R function in autoreactive CD4^+^ and CD8^+^ T cells. Alternatively, the enhanced activity in peripheral autoreactive T cells in CD25^cKO^ mice might result from increased thymic production of self-reactive T cells due to the inability of developing Tregs to utilize IL-2. We explored this possibility by measuring surface markers on CD4^+^ and CD8^+^ single-positive (SP) thymocytes in order to interrogate the thymic selection processes. TCRβ is used as a surrogate for successful TCR gene rearrangement (β-selection). CCR7^31,32^ marks cells that have undergone successful positive selection. The transcription factor Helios discriminates thymocytes undergoing negative selection^33–35^.

For these and several experiments discussed below, CD25^cKO^ and CD25^gKO^ mice received wild-type (WT) splenocytes 1–2 days after birth to prevent development of autoimmunity (Supplementary Fig. 3a), an approach we previously used to prevent autoimmunity in IL-2Rβ-deficient mice^36^. These “cured” mice had normal life spans and no increase in the frequency of CD44^hi^ CD62L^lo^ activated T cells. Although total splenocytes were transferred, donor cells comprised ~40–60% of Tregs in the adult thymus and ~90–95% in the spleen, but only a negligible portion of Foxp3^−^ thymocytes and < 10% of Foxp3^−^ splenic T cells (Supplementary Fig. 3b–f). The finding that high selective engraftment of Tregs coincides with suppression of autoimmunity further corroborates the central role of IL-2R in Tregs for peripheral tolerance.

Overall percentages of SP, double-positive (DP), and double-negative (DN) thymocytes were identical between “cured” CD25^cKO^, “cured” CD25^gKO^, and WT littermate mice (Supplementary Fig. 4b). Expression of TCRβ, CCR7, and Helios among recipient-derived SP thymocytes from “cured” KO mice showed no significant deviations from WT, suggesting that β-selection, positive selection, and negative selection operate normally in the context of IL-2R deficiency (Fig. 1e). Thus, the functional inefficiency of Tconv cells in CD25^gKO^ mice is most likely a direct result of the absence of IL-2R signaling in the periphery rather than an effect within the thymus.

### IL-2R-dependent activities in thymic Treg development

Thymic Treg development was compared among CD25^cKO^, CD25^gKO^, and WT mice at 12–14 days of age. Despite proportions of SP thymocytes comparable with WT (Fig. 2a), CD4^+^ Foxp3^+^ cells were reduced by 50% in CD25^cKO^ and CD25^gKO^ mice. When evaluated by mean fluorescence intensity (MFI) normalized to WT controls, Foxp3 levels within this population were reduced by 15 and 30% in CD25^cKO^ and CD25^gKO^ mice, respectively (Fig. 2b). The proportion of pSTAT5^+^ cells was similarly reduced for CD25^cKO^ and CD25^gKO^ Foxp3^+^ thymocytes (Fig. 2c, d, left panels), although lower pSTAT5 levels were observed in CD25^gKO^ mice when measured by normalized MFI, a pattern which was identical in recipient cells from “cured” mice (Fig. 2d, right panel). This pSTAT5 was associated with Foxp3^+^ CD25^+^ cells from WT and CD25^cKO^ mice, albeit on a lower fraction of cells for the latter (Fig. 2c, right panel), a result consistent with IL-2-dependent STAT5 activation in these developing Tregs. In contrast, Foxp3^+^ pSTAT5^+^ thymocytes from CD25^gKO^ mice were exclusively CD25^neg^ pSTAT5^lo^. Although CD25^gKO^ mice showed greater Foxp3 reduction than CD25^cKO^ mice at 2 weeks of age (Fig. 2b), “cured” CD25 knockout models did not show this difference at 7–8 weeks of age (Fig. 2e). Recipient-derived Foxp3^+^ cells in these “cured” adult CD25^cKO^ and CD25^gKO^ mice showed a lower proportion of pSTAT5^+^ cells than younger animals (Fig. 2e). These findings are consistent with redundant STAT5 phosphorylation in the developing Treg compartment in CD25^gKO^ mice by IL-7, IL-15, or other STAT5-activating cytokines^37–40^ that is more pronounced early in life. Examination of Foxp3^+^ thymocytes from these mice revealed that CD62L^hi^ cTregs predominated in WT mice, but were even more abundant in CD25^cKO^ and CD25^gKO^ mice (Fig. 2f), suggesting that IL-2R signaling contributes to development of thymic Tregs with a more activated phenotype.

**Fig. 2:**
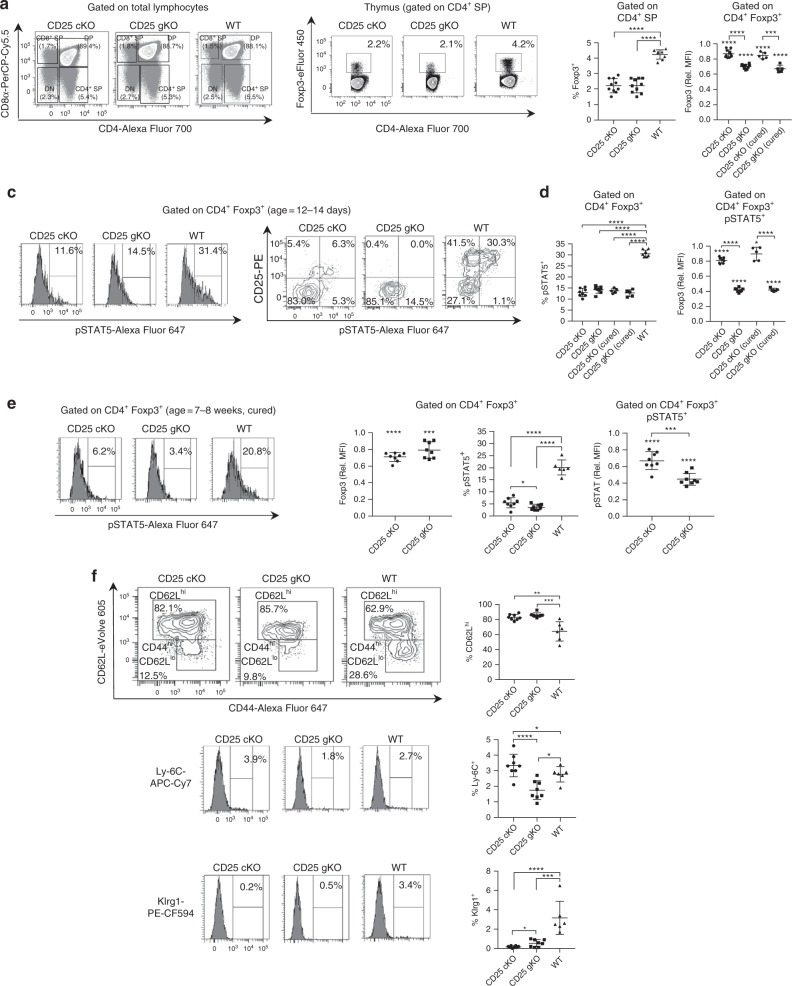
Properties of thymic Treg precursors in CD25^cKO^ and CD25^gKO^ mice. **a** Representative contour plots showing gating strategy for thymocyte subpopulations from CD25^flox/Foxp3-YFP/Cre^ (CD25^cKO^), CD25^gKO^, and WT mice. SP = single positive. DP double positive. DN double negative. **b** Representative contour plots showing Treg gating strategy among CD4^+^ SP thymocytes (left), with scatter plots for Foxp3 percentages and MFI (right). For MFI measurements, mice “cured” of autoimmunity through adoptive transfer of WT splenocytes were also evaluated (age = 12–14 days; *n* = 5–10 mice per group). **c** Representative histograms, contour plots, and gating strategy showing STAT5 phosphorylation and CD25 expression among CD4^+^ Foxp3^+^ thymocytes measured by ex vivo flow cytometry (age = 12–14 days). **d** Percentages and MFI for pSTAT5 among CD4^+^ Foxp3^+^ thymocytes (age = 12–14 days; *n* = 5–8 mice per group). **e** Representative histograms and scatter plots for Foxp3 levels (based on MFI) and pSTAT5 for host-derived CD4^+^ Foxp3^+^ thymocytes from “cured” adult mice (age = 7–8 weeks; *n* = 6–8 mice per group). **f** Representative contour plots/histograms (left) and scatter plots (right) showing expression of the cTreg/eTreg differentiation markers CD44, CD62L, Ly-6C, and Klrg1 among host-derived CD4^+^ Foxp3^+^ thymocytes from “cured” adult mice (age = 7–8 weeks; *n* = 6–8 mice per group). Rel. MFI = relative MFI normalized to CD25 WT controls. Each symbol represents an individual mouse (**b**, **d**, **e**, **f**; mean ± SD). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Symbols located directly above a single group of dots represent the comparison of that group against normalized WT control values (one sample *t* test); symbols located above brackets connecting two groups of dots represent inter-group comparisons (two-tailed Student’s *t* test). Data are representative of (**a**, **b**, **c**, **e**, **f**) or pooled from (**b**, **d**, **e**, **f**) three independent experiments

These results suggest that thymic Treg development is more severely impaired in CD25^gKO^ mice. Accordingly, CD4^+^ Foxp3^+^ thymocytes in CD25^cKO^ and CD25^gKO^ mice at 12–14 days of age expressed lower levels of the key Treg functional markers CTLA4, ICOS, CD39, and CD73, a change which was more pronounced in the CD25^gKO^ model (Fig. 3a). These deficits persisted in recipient-derived cells from “cured” mice at 7–8 weeks of age, although the magnitude of reduction in adults was comparable between the two knockout models (Fig. 3b). CD25^gKO^ mice also showed unique deficits in Ki67 and Bcl-2 expression, which persisted into adulthood (Fig. 3a, b). Despite the more severe impact on thymic development in CD25^gKO^ mice, the CD25^cKO^ phenotype also points to a critical and late IL-2R-dependent programming step during Treg maturation, as well as a role for IL-2R signaling in autoreactive T cells, which accounts for the more severe autoimmunity in this model.

**Fig. 3:**
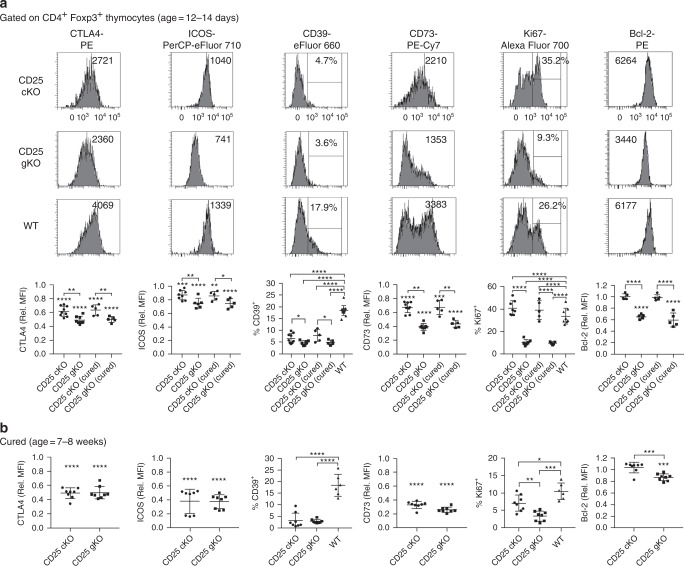
Abnormal programming of thymic Treg precursors in CD25^cKO^ and CD25^gKO^ mice. **a** Representative histograms (upper panels) and scatter plots (lower panels) showing expression of indicated markers, gated on CD4^+^ Foxp3^+^ thymocytes from CD25^flox/Foxp3-YFP/Cre^ (CD25^cKO^) and CD25^gKO^ mice (age = 12–14 days; *n* = 5–13 mice per group). **b** The indicated markers in (**a**) were evaluated in host-derived CD4^+^ Foxp3^+^ thymocytes from “cured” adult CD25^cKO^ and CD25^gKO^ mice (age = 7–8 weeks; *n* = 6–8 mice per group). Rel. MFI = relative MFI normalized to CD25 WT controls. Each symbol represents an individual mouse (**a**, **b**; mean ± SD). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Symbols located directly above a single group of dots represent the comparison of that group against normalized WT control values (one sample *t* test); symbols located above brackets connecting two groups of dots represent inter-group comparisons (two-tailed Student’s *t* test). Data are representative of (**a**) or pooled from (**a**, **b**) four independent experiments

### CD25 KO mice retain numerous peripheral CD4^+^ Foxp3^+^ T cells

In the setting of autoimmunity, the periphery of 3–4-week-old CD25^cKO^ and CD25^gKO^ mice contained a substantial proportion of CD4^+^ Foxp3^+^ T cells, albeit diminished in comparison with littermate controls. Similar to the thymus, expression of Foxp3 and CD73 in splenic CD4^+^ Foxp3^+^ T cells from these knockout mice was lower than WT (Fig. 4a, b). However, in striking contrast to the thymus, these cells were dominated by a CD44^hi^ CD62L^lo^ eTreg phenotype, rather than a cTreg phenotype (Fig. 4c) and expressed elevated levels of CTLA4, ICOS, and CD39 (Fig. 4b). Ki67 expression was largely comparable with WT Tregs, consistent with the ability of this population to readily proliferate in vivo (Fig. 4b). Thus, failure of these CD4^+^ Foxp3^+^ T cells to suppress autoimmunity in CD25^cKO^ mice cannot be attributed to their absence in the periphery, but is instead consistent with a lack of suppressive function.

**Fig. 4:**
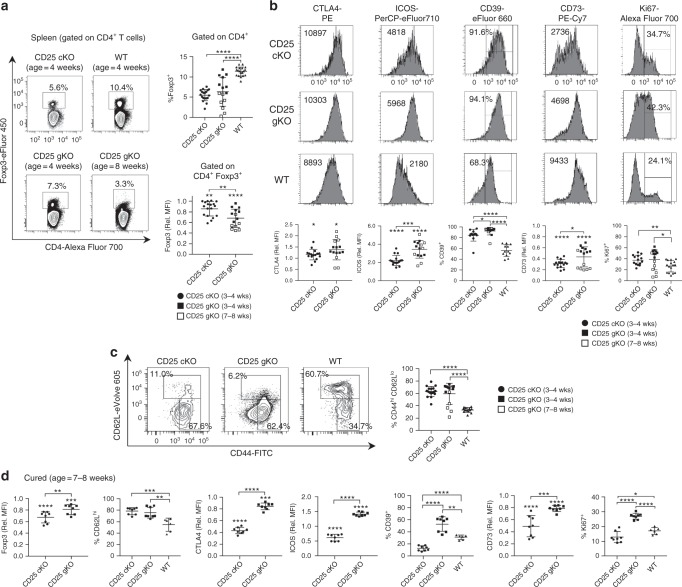
Splenic CD4^+^ Foxp3^+^ T cells from CD25^cKO^ and CD25^gKO^ mice are skewed toward eTregs. **a** Representative contour plots (left) showing Foxp3 expression and gating strategy in splenic CD4^+^ T cells, with scatter plots (right) displaying Foxp3 expression as a proportion of total splenic CD4^+^ T cells and by mean fluorescence intensity (MFI) at the specified ages (*n* = 7–19 mice per group). **b** The indicated markers were evaluated in splenic CD4^+^ Foxp3^+^ T cells from CD25^cKO^, CD25^gKO^, and WT mice at the specified ages by ex vivo flow cytometry. Representative histograms (upper panels) and scatter plots (lower panels) are shown (*n* = 7–16 mice per group). **c** Representative contour plots (left) and scatter plot (right) showing the proportion of splenic CD4^+^ Foxp3^+^ T cells with a CD44^hi^ CD62L^lo^ eTreg phenotype in CD25^cKO^, CD25^gKO^, and WT mice at the specified ages (*n* = 7–17 mice per group). **d** Scatter plots showing expression of the indicated markers for host-derived splenic CD4^+^ Foxp3^+^ T cells from ‘cured’ mice (age 7–8 weeks; *n* = 6–8 mice per group). Rel. MFI = relative MFI normalized to CD25 WT controls. Each symbol represents an individual mouse (**a**, **b**, **c**, **d**; mean ± SD). *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Symbols located directly above a single group of dots represent the comparison of that group against normalized WT control values (one sample *t* test); symbols located above brackets connecting two groups of dots represent inter-group comparisons (two-tailed Student’s *t* test). Data are representative of (**a**, **b**, **c**) or pooled from (**a**, **b**, **c**, **d**) three independent experiments

When CD25^cKO^ and CD25^gKO^ mice were “cured” of autoimmunity through adoptive transfer of WT splenocytes, donor Tregs dominated the periphery. The failure of recipient-derived CD4^+^ Foxp3^+^ T cells from the knockout models to compete with WT Tregs further illustrates that CD4^+^ Foxp3^+^ T cells that develop without IL-2R signaling are defective. In the absence of autoimmunity, the phenotype of recipient-derived CD4^+^ Foxp3^+^ T cells from CD25^cKO^ mice largely resembled the immature Tregs from their thymus. Thus, in comparison with WT Tregs, the levels of not only CD73 but also CTLA4, ICOS, CD39, and Ki67 were reduced, and these cells were skewed toward a cTreg phenotype (Fig. 4d). Thus, the vigorous scurfy-like autoimmunity associated with CD25^cKO^ mice appears to activate peripheral CD4^+^ Foxp3^+^ T cells, but these changes fail to prevent lethal disease.

### CD25 KO Tregs are gradually lost from peripheral tissues

The essential action of IL-2R signaling for Treg development severely limits the utility of CD25^cKO^ and CD25^gKO^ mice for studying contributions of IL-2 to Treg homeostasis in peripheral tissues. To avoid this problem, we selectively targeted CD25 in peripheral Tregs in adult mice. Foxp3^eGFP-Cre-ERT2^ harbors a fusion protein combining enhanced green fluorescent protein (eGFP), Cre recombinase, and mutated human estrogen receptor ligand-binding domain (ERT2) that is expressed from the *Foxp3* locus. When these mice are crossed to R26^flox/stop/YFP^ (R26Y) mice, tamoxifen administration triggers nuclear localization of the fusion protein, inducing constitutive, heritable cell labeling with eYFP^16^. By further crossing our CD25^flox/flox^ allele with this reporter strain, mice were obtained, designated CD25^flox/Foxp3eGFP-Cre-ERT2/R26Y^, to abrogate CD25 expression on mature Tregs in vivo and track their persistence and phenotype over time (Supplementary Fig. 5).

Technical obstacles related to the dimness of the GFP reporter and spectral overlap between GFP and YFP prevented reliable discrimination between these two markers. To circumvent this issue, a modified intracellular flow-cytometry protocol was used to detect Foxp3 via antibody staining, with simultaneous retention of YFP signal. As expected, CD25 was not detected on YFP^+^ cells from CD25^flox/Foxp3eGFP-Cre-ERT2/R26Y^ mice (Fig. 5a). On this basis, the size of the YFP^+^ Treg population was calculated as a proportion of total Tregs, providing an estimate of induction efficiency and a means to control for inter-individual variations in Treg abundance.

**Fig. 5:**
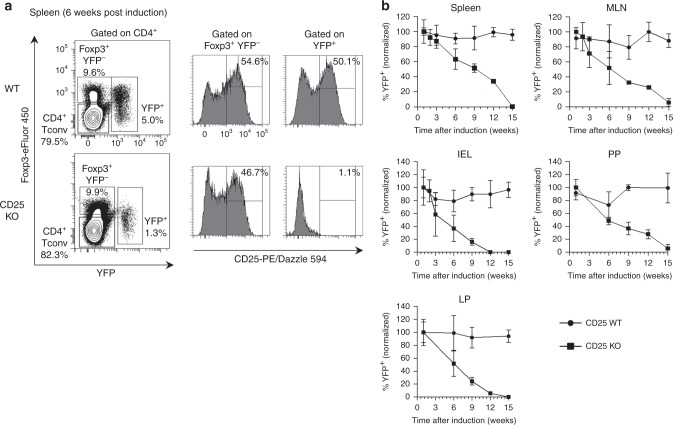
Impaired peripheral homeostasis of Tregs with selective CD25 deletion. **a** Representative contour plots and histograms showing splenocytes from CD25^flox/Foxp3eGFP−Cre-ERT2/R26Y^ mice (shown as CD25 KO) and reporter controls, analyzed 6 weeks after tamoxifen induction. **b** Proportional abundance of YFP^+^ cells in lymphoid and non-lymphoid tissues analyzed at indicated time points after tamoxifen induction. YFP^+^ cell numbers were calculated as a percentage of total Tregs (the combined Foxp3^+^ and YFP^+^ populations) and normalized to an initial induction efficiency of 100% measured 1 week after tamoxifen induction. MLN mesenteric lymph nodes, PP Peyer’s patches, IEL intraepithelial lymphocytes of small intestine, LP  lamina propria of small intestine (*n* = 3 mice per time point; error bars ± SD). Data are representative of (**a**) or pooled from (**b**) three independent experiments

The persistence of YFP-labeled cells was tracked over time in CD25^flox/Foxp3eGFP-Cre-ERT2/R26Y^ mice and reporter controls. YFP-labeled cells in CD25^flox/Foxp3eGFP-Cre-ERT2/R26Y^ mice gradually declined in frequency in all tissues examined, falling below the threshold of detection at ~12 weeks post induction for the small intestinal intraepithelial lymphocytes (IELs) and lamina propria (LP) lymphocytes and 15 weeks post induction for the spleen, mesenteric lymph nodes (MLN), and Peyer’s patches (PP). YFP-labeled cells from reporter controls, in contrast, remained at a stable frequency throughout this time period (Fig. 5b). Thus, a threshold level of IL-2 signaling appears to be essential for homeostatic maintenance of mature Tregs in peripheral lymphoid and non-lymphoid tissues.

### Site-specific transcriptional signatures of CD25 KO Tregs

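RNA-seq gene counts covered 18 samples of FACS-purified Foxp3+ Tregs, each from an individual mouse. Thymic Tregs came from 5 CD25 cKO mice and 5 age-matched Foxp3/RFP reporter mice at 3–4 weeks of age. The CD25 cKO mice were “cured”, that is, they had received WT splenocytes after birth to prevent autoimmunity, and their Cre is expressed from the *Foxp3* locus. Splenic Tregs came from 4 CD25 flox/Foxp3eGFP-Cre-ERT2/R26Y mice and 4 reporter controls, collected 10–14 days after 5 daily injections of tamoxifen at 70 mg/kg, which activates the Cre and turns on YFP in the same cells. CD25-deficient samples are called CD25 KO and reporter controls WT. Each tissue was sequenced in its own run, with both genotypes in it, so tissue, run, mouse model and age changed together between thymic and splenic samples. The mix of sexes, read from *Xist* RNA, changed with them. In the thymus, the WT and CD25 KO mice also carried different reporter alleles of *Foxp3*. The authors aligned the reads to the mouse genome GRCm38 with STAR, counted them on the genes of GENCODE M13 with featureCounts, and deposited the counts without normalization. Reads counted on genes ranged from 17239774 to 23993674 per thymic sample, with a median of 22300951 in WT and 19028557 in CD25 KO Tregs. They ranged from 25258341 to 32639570 per splenic sample, with a median of 26505292 in WT and 27623798 in CD25 KO Tregs. A gene with 3 counts, taken as the smallest detectable level, had at most 0.174 counts scaled to library size (CPM) in any sample, a floor that covers counting error only. Counts were normalized with edgeR's TMM method, genes with low counts were left out with its filterByExpr function, and CD25 KO was compared with WT within each tissue by edgeR's quasi-likelihood test. *P*-values were adjusted by the Benjamini-Hochberg procedure over all genes tested in that tissue, and DE genes were called at FDR < 0.01, the threshold used in the paper. CPM are given as mean ± SD over mice, and log2 fold changes as CD25 KO over WT. Across genes, Pearson's *r* of log2 CPM between mice of the same group was 0.972–0.989 in thymic and 0.990–0.994 in splenic Tregs.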

To determine IL-2Rα-dependent gene programs operative in thymic and peripheral Tregs, RNA-seq was performed on FACS-purified, CD25-deficient Tregs and reporter controls from the thymus of “cured” CD25^cKO^ mice and the spleen of tamoxifen-induced CD25^flox/Foxp3eGFP-Cre-ERT2/R26Y^ mice, to eliminate any confounding effects of autoimmunity (Fig. 6a). In total, 2718 differentially expressed (DE) transcripts were associated with thymic Tregs, and 2156 DE transcripts were found in splenic Tregs (Fig. 6b). 

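By edgeR's quasi-likelihood test, 1047 of the 16986 genes tested in thymic Tregs and 1651 of the 17463 genes tested in splenic Tregs were DE. In the thymus, 508 DE genes were lower and 539 were higher in CD25 KO Tregs, and in the spleen 620 were lower and 1031 higher. The median fold difference of DE genes was 1.48 in the thymus and 1.46 in the spleen, and 204 thymic and 364 splenic DE genes differed by at least 2-fold. An FDR threshold of 0.05 gave 3951 thymic and 3001 splenic DE genes, and DESeq2, the tool named in the paper's methods, gave 2763 and 2146 at FDR < 0.01. With upper-quartile in place of TMM normalization, 808 thymic DE genes were higher and 440 lower in CD25 KO Tregs. In a principal component analysis of log2 CPM, the first component (69.2% of the variance) separated thymic from splenic samples. Along the second component (7.48%), thymic WT samples lay between -40.1 and -22.5 and thymic CD25 KO samples between 4.52 and 50.8. In the thymus, the log2 fold change decreased with the GC content of the gene (Spearman's rho = -0.40 over 16945 genes, which are not independent replicates), and in the spleen less so (rho = -0.15 over 17423 genes). Removing the GC trend of each library, a correction chosen after the data had been seen, gave 826 DE genes in the thymus, of which 613 were among the 1047, and 1711 in the spleen, of which 1535 were among the 1651.

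**Figure D1:**
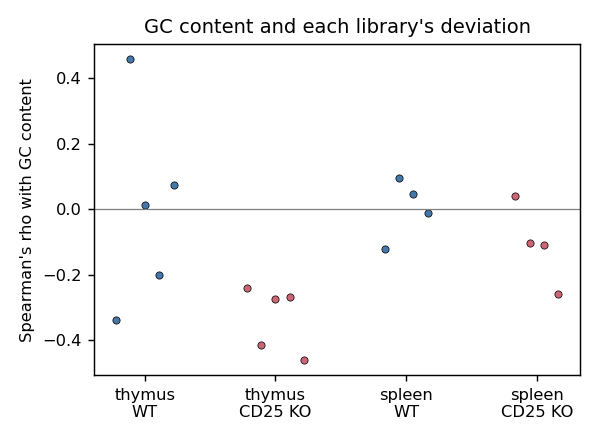
Spearman's rho, over genes, between GC content and the deviation of each library's log2 CPM from the mean of the other WT libraries of its tissue, with 1 point per mouse and a line at 0. The 5 thymic CD25 KO libraries lie between -0.461 and -0.240, while thymic WT libraries spread from -0.339 to 0.458.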

In total, 178 DE transcripts with greater expression in WT Tregs were shared between the thymus and spleen, but many fewer were shared when considering transcripts that were more abundant in CD25 KO Tregs (Fig. 6c). 

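Of the 16214 genes tested in both tissues, 82 were DE and lower in CD25 KO Tregs in both, against 18.6 if the calls in one tissue were independent of those in the other. DE genes higher in both tissues numbered 16, against 29.1 on the same basis. A further 80 genes were lower in thymic but higher in splenic CD25 KO Tregs (27.2 if independent), and 18 were higher in thymic but lower in splenic CD25 KO Tregs (19.9 if independent). With DESeq2, 178 genes were lower in both tissues, 73 were higher in both and 246 differed in opposite directions. Across genes, the log2 fold changes of the thymus and the spleen had a Spearman's rho of -0.036, and genes are not independent replicates. The 82 genes lower in both tissues had a median fold difference of 1.52 in the thymus and 1.38 in the spleen. After the correction for GC content, 64 genes were lower in both tissues, 18 were higher in both and 95 differed in opposite directions.

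**Figure D2:**
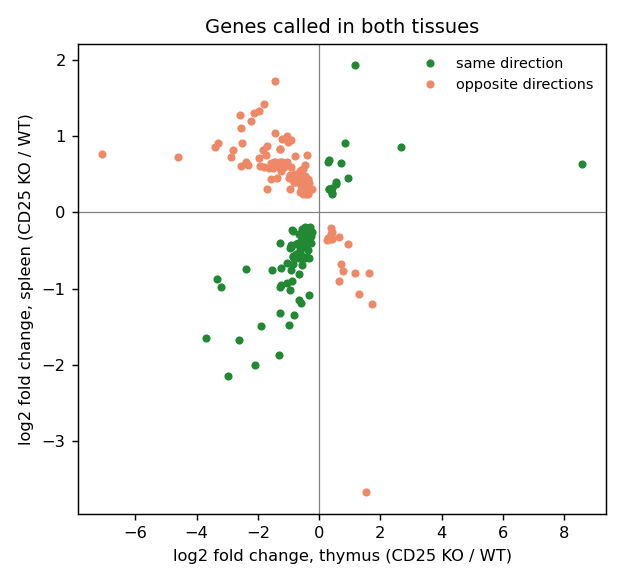
Log2 fold change (CD25 KO / WT) in thymic Tregs (x axis) against splenic Tregs (y axis) for the 196 genes DE in both tissues at FDR < 0.01. Green points mark genes with the same direction in both tissues and orange points the 98 genes with opposite directions, of which 80 lie in the upper left. The thymic values of *Klrg1* (left edge) and *Hist1h4m* (right edge) rest on a group with 3 or fewer counts in every library.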

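*Foxp3* (ENSMUSG00000039521.12) lies on chromosome X of GRCm38 from 7573644 to 7595245. Its expression was 513 ± 71.0 CPM in thymic WT Tregs (SD, n = 5 mice) and 307 ± 29.3 CPM in thymic CD25 KO Tregs (SD, n = 5), a log2 fold change of -0.74 (standard error 0.0973, adjusted p = 0.00101 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the thymus, this comparison is between different reporter alleles of *Foxp3*, and *Ccdc22*, which the annotation places across the end of *Foxp3*, had 2.64 ± 0.520 CPM in WT and 0.0224 ± 0.0502 CPM in CD25 KO Tregs; *Ccdc22* was chosen after its values had been seen. In splenic Tregs, *Foxp3* had 320 ± 10.3 CPM in WT and 219 ± 15.1 CPM in CD25 KO samples (SD, n = 4 each). *Myc* fell from 126.9 ± 5.45 to 65.2 ± 12.3 CPM in the thymus and from 101 ± 7.16 to 49.6 ± 3.73 CPM in the spleen, with log2 fold changes of -0.96 and -1.02. The corresponding log2 fold changes were -0.85 and -0.68 for *Cish*, -0.92 and -0.45 for *Socs1*, -3.20 and -0.98 for *Socs2*, and -0.66 and -1.15 for *Lta*. These 6 genes were DE in both tissues, with adjusted p between 1.27e-05 and 0.00114 in the thymus and between 1.19e-07 and 0.000173 in the spleen from edgeR's quasi-likelihood test, and the WT and CD25 KO mice did not overlap for any of them. Tested directly, the effect of CD25 deficiency differed between the tissues for *Socs1* (difference in log2 fold change, spleen minus thymus, 0.48, adjusted p = 0.00243), *Socs2* (2.22, adjusted p = 0.00163) and *Lta* (-0.48, adjusted p = 0.00963) by edgeR's quasi-likelihood test over all 18 samples. All 12 genes in the upper group of the panel were DE in the spleen, and 11 of them in the thymus, where *Notch2* had a log2 fold change of -0.76 (adjusted p = 0.0116).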

Representative shared transcripts include the well-known IL-2-dependent genes *Foxp3*, *Myc*, *Cish*, *Socs1*, *Socs2*, and *Lta* (Fig. 6d, upper group). Furthermore, many mRNAs encoding molecules associated with Treg suppressive function were reduced in thymic CD25-deficient CD4^+^ Foxp3^+^ T cells (Fig. 6d, lower group), consistent with impaired functional programming. 

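Among the genes shown as lower in thymic CD25 KO Tregs only, *Fgl2* had 7.75 ± 3.38 CPM in WT and 1.97 ± 0.736 CPM in CD25 KO thymic Tregs (SD, n = 5 each), a log2 fold change of -1.97 (standard error 0.324, adjusted p = 0.00275 from edgeR's quasi-likelihood test). *Entpd1*, encoding CD39, had 11.1 ± 1.89 and 4.96 ± 1.97 CPM (log2 fold change -1.15, adjusted p = 0.00563). *Tgfb1* (log2 fold change -0.34), *Ctla4* (-0.47) and *Nt5e* (-0.63), encoding CD73, were lower with adjusted p of 0.0101, 0.0193 and 0.0219. *Ebi3* (log2 fold change -0.96), *Gzmb* (-1.27) and *Lag3* (-0.53) were lower with adjusted p of 0.0524, 0.0572 and 0.0718. *Il10* had too few counts for the filter, with 6 to 15 counts per WT and 0 to 6 per CD25 KO thymic sample, and without the filter its log2 fold change was -1.41 (adjusted p = 0.0846). Over the whole panel, 20 of 21 genes could be tested in the thymus, all 20 were lower in CD25 KO Tregs, 13 were DE at FDR < 0.01 and 17 at FDR < 0.05. Adjusted over the panel alone, 17 passed FDR < 0.01, a count that shows no stability because the panel was chosen from the same data. A score of 18 genes of recirculating and effector Tregs, several of them functional genes, differed by -1.46 on the log2 scale between thymic CD25 KO and WT Tregs (exact permutation p = 0.00794), and a score of 12 genes of newly generated Tregs by 0.058 (p = 0.651).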

*Il2ra* transcripts were found to be reduced, rather than absent, in CD25 KO Tregs. 

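*Il2ra* (ENSMUSG00000026770.5) lies on chromosome 2 of GRCm38 from 11642807 to 11693193 and encodes CD25. In thymic Tregs it had 626 ± 75.0 CPM in WT (SD, n = 5) and 168 ± 92.3 CPM in CD25 KO samples (SD, n = 5), 26.8% of WT, with a log2 fold change of -1.90 (standard error 0.298, adjusted p = 0.00239 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In splenic Tregs it had 507 ± 23.0 CPM in WT and 181 ± 17.0 CPM in CD25 KO samples (SD, n = 4 each), 35.6% of WT, with a log2 fold change of -1.49 (standard error 0.0651, adjusted p = 1.39e-09). Thymic CD25 KO mice 2 and 4 had 291 and 243 CPM, and the other three had 99.0 to 107 CPM. Every CD25 KO mouse was below every WT mouse of its tissue. The decrease was not shown to differ between the tissues (difference in log2 fold change 0.43, adjusted p = 0.408 from edgeR's quasi-likelihood test over all samples). Gene counts add the reads of all exons and do not separate transcripts with and without exon 4.

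**Figure D3:**
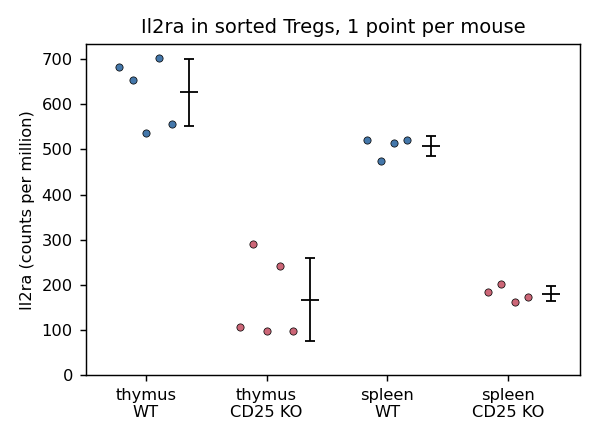
*Il2ra* in CPM by tissue and genotype, with 1 point per mouse, the mean as a line and the SD as an error bar. The lowest WT mouse has 473 CPM and the highest CD25 KO mouse 291 CPM.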

The absence of exon 4 in these transcripts confirmed the lack of functional CD25 expression, as illustrated for peripheral Tregs (Supplementary Fig. 6).

**Fig. 6:**
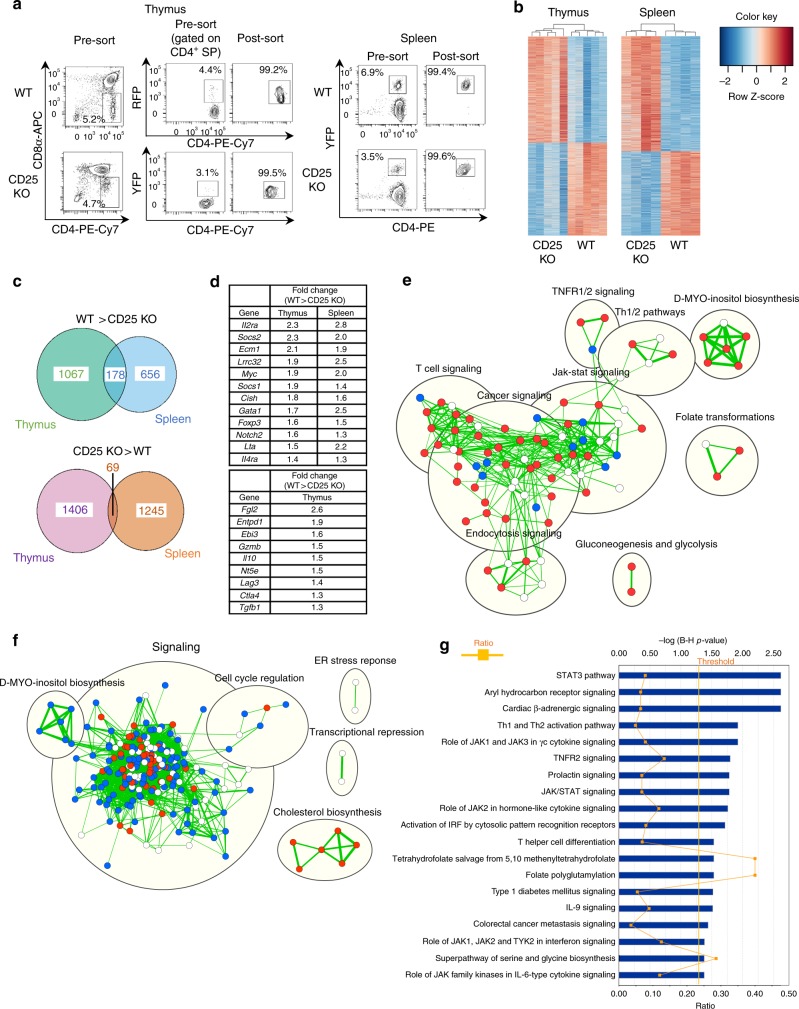
Distinctive transcriptional signatures in CD25-deficient thymic and peripheral Tregs. **a** Sorting strategy and purity of Foxp3^+^ Tregs FACS-purified from the thymus and spleen. Thymic Tregs were obtained from “cured” CD25^flox/Foxp3-YFP/Cre^ (CD25^cKO^) mice at 3–4 weeks of age, with age-matched Foxp3/RFP reporter mice used as controls. Splenic Tregs were obtained from CD25^flox/Foxp3eGFP−Cre-ERT2/R26Y^ mice and reporter controls 10–14 days after tamoxifen induction. **b** Set of differentially expressed (DE) transcripts in RNA-seq analysis of CD25 KO Tregs in thymus and spleen. DE transcripts were designated using a significance cutoff of false discovery rate (FDR) < 0.01, with each column representing an individual mouse (*n* = 5 for thymus; *n* = 4 for the spleen). **c** Venn diagrams showing overlap of genes from thymus and spleen that were downregulated (top) or upregulated (bottom) in CD25 KO Tregs. **d** Top: selected genes with reduced expression in CD25 KO Tregs from both thymus and spleen (FDR < 0.01 for all comparisons). Bottom: selected genes with reduced expression in CD25 KO Tregs from thymus only (FDR < 0.05 for all comparisons). **e** Ingenuity Pathway Analysis (IPA) pathway enrichment map for thymus. **f** IPA pathway enrichment map for the spleen. For pathway enrichment maps, pathways upregulated in CD25 KO Tregs are shown in blue, those downregulated in CD25 KO Tregs are shown in red, and pathways enriched without known direction are shown in white. Cutoffs for pathway selection were FDR < 0.1 for the thymus and FDR < 0.01 for the spleen, with *p*-value < 0.05 for both. **g** IPA conducted on DE genes with overlapping changes in the same direction for thymus and spleen. Pathways are listed in order of statistical significance, quantified on the top *x*-axis as the −log of *p-*values adjusted by the Benjamini–Hochberg (B-H) procedure. Cutoff for statistical significance is designated by the vertical line labeled “threshold.” “Ratio” values, quantified on the bottom *x*-axis, were calculated for each pathway by dividing the number of statistically significant genes in the data set by the total number of genes in the pathway

Ingenuity pathway analysis (IPA) was conducted for both the spleen and thymus RNA-seq data sets. 

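IPA was not run here. Instead, lists of genes for the processes named by the paper were written down before the data were examined, and each list was given a score in each sample, the mean log2 CPM of its genes (prior count 2). The paper named those processes from these same samples, so their scores are not an independent test of its pathways. Scores of CD25 KO and WT Tregs were compared by a two-sided exact permutation test within each tissue, in which the smallest possible p is 0.00794 for 5 against 5 thymic samples and 0.0286 for 4 against 4 splenic samples. The mean log2 fold change of each list was also placed among those of 10000 random lists of the same size matched on mean expression. Genes of a list can move together in single mice, which random lists do not copy, so the percentile is not a test over mice. The 17 lists, which include markers of other cell types and of sex, gave 33 tests over both tissues, to which the Benjamini-Hochberg adjustment was applied. The smallest adjusted p that any list reached was 0.0374 in the thymus and 0.0673 in the spleen, so no list passed 0.05 after adjustment in the spleen.

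**Figure D4:**
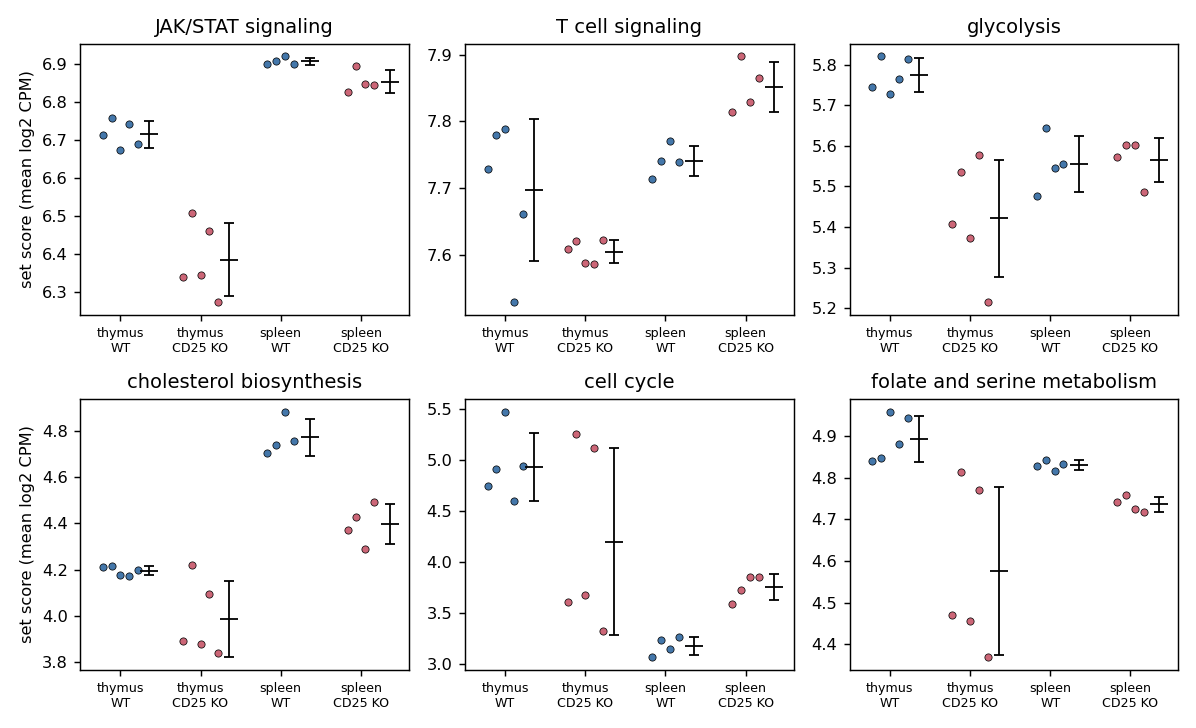
Score (mean log2 CPM) of 6 gene lists by tissue and genotype, with 1 point per mouse, the mean as a line and the SD as an error bar. Glycolysis is lower in every thymic CD25 KO than WT mouse but overlaps in the spleen, and cell cycle is higher in every splenic CD25 KO than WT mouse.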

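The score of 47 JAK/STAT signaling genes was 6.71 ± 0.0349 in thymic WT and 6.38 ± 0.0961 in thymic CD25 KO Tregs (SD, n = 5 each), a difference of -0.33 (exact permutation p = 0.00794, adjusted p = 0.0374 over the 33 tests). It was lower in every CD25 KO than WT mouse, and none of the 10000 matched lists had as low a mean log2 fold change (percentile 0). Among its genes, 11 were lower and 1 higher in CD25 KO Tregs at FDR < 0.01 over all genes, and 15 and 4 when adjusted over the list alone. The largest decreases besides *Socs2* were those of *Il9r* (log2 fold change -1.89) and *Il10ra* (-1.86). The score of 35 T cell signaling genes was 7.70 ± 0.107 in WT and 7.60 ± 0.0170 in CD25 KO Tregs, a difference of -0.092 that was smaller than the SD of the WT mice (exact permutation p = 0.119, adjusted p = 0.218). Its mean log2 fold change was at percentile 0.63 of the matched lists. Of these genes, *Cd3e* (log2 fold change -0.43), *Nfatc2* (-0.39) and *Icos* (-0.38) were lower and *Ppp3cb* (0.44) and *Ptprc* (0.54) higher at FDR < 0.01, and the calls of *Nfatc2*, *Ppp3cb* and *Ptprc* were lost after the correction for GC content. Adjusted over the list alone, 7 T cell signaling genes were lower and 2 higher. The group of genes related to cancer was not analysed here.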

The three largest groups of IL-2-driven genes in the thymus were related to cancer, Jak/STAT, and T cell signaling, consistent with developmental progression of Tregs. The analysis also suggested that IL-2 promotes glycolysis among developing thymic Tregs (Fig. 6e). 

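The score of 19 glycolysis genes fell from 5.77 ± 0.0413 in thymic WT to 5.42 ± 0.144 in thymic CD25 KO Tregs (SD, n = 5 each), a difference of -0.35 (exact permutation p = 0.00794, adjusted p = 0.0374 over the 33 tests), with every CD25 KO mouse below every WT mouse. Its mean log2 fold change was at percentile 0.72 of the matched random lists. Lower expression was seen for 17 of the 19 genes, of which 8 were DE over all genes and 12 when adjusted over the list alone. The largest decreases among DE genes were those of *Aldoc* (log2 fold change -1.21, adjusted p = 0.00587), *Hk2* (-1.05, adjusted p = 0.0046) and *Tpi1* (-0.68, adjusted p = 0.0074 from edgeR's quasi-likelihood test). After the correction for GC content, the score difference was -0.25 (exact permutation p = 0.00794), and *Tpi1* was no longer DE. In the spleen the glycolysis score did not differ beyond the spread between mice (difference 0.011, exact permutation p = 0.857). There, *Eno3* (log2 fold change -0.69) and *Eno1* (-0.22) were lower and *Tpi1* (0.42), *Aldoa* (0.30) and *Gapdh* (0.26) were among 4 genes that were higher. The effect differed between the tissues for *Aldoc* (difference in log2 fold change, spleen minus thymus, 1.37, adjusted p = 0.00171) and *Tpi1* (1.11, adjusted p = 0.00027) by edgeR's quasi-likelihood test over all samples.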

When compared with thymic Tregs, IL-2 appears to play a very distinctive role in the periphery. Cholesterol biosynthesis represented the only process that was normally IL-2R-dependent, suggesting that lipid metabolism may support oxidative phosphorylation for IL-2-driven homeostasis of Tregs. In contrast, a large number of interconnected pathways related to signaling and cell-cycle progression were associated with CD25-deficient Tregs, raising the possibility that IL-2R signaling in peripheral Tregs acts to dominantly repress gene activation (Fig. 6f). 

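In splenic Tregs, the score of 22 cholesterol biosynthesis genes was 4.77 ± 0.0783 in WT and 4.40 ± 0.0873 in CD25 KO mice (SD, n = 4 each), a difference of -0.38. Every CD25 KO mouse was below every WT mouse (exact permutation p = 0.0286, the smallest that 4 mice against 4 allow; adjusted p = 0.0673 over the 33 tests), and none of the matched random lists had as low a mean log2 fold change. At FDR < 0.01, 13 of the genes were lower and 0 higher over all genes, and 14 were lower when adjusted over the list alone. *Mvd* (log2 fold change -0.82, adjusted p = 3.15e-05) and *Sqle* (-0.73, adjusted p = 0.000102 from edgeR's quasi-likelihood test) were among the genes of the list that were DE. In thymic Tregs the same score differed by -0.21 (exact permutation p = 0.0476, adjusted p = 0.105), and *Mvd* was the DE gene of the list there (log2 fold change -0.65, adjusted p = 0.00309). The effect on *Mvd* was not shown to differ between the tissues (adjusted p = 0.504). The score of 52 oxidative phosphorylation genes was 5.62 ± 0.0634 in splenic WT and 5.67 ± 0.0717 in splenic CD25 KO Tregs (exact permutation p = 0.286). None of these 52 genes was DE in the spleen, with 12 at an unadjusted p under 0.05, all of them higher in CD25 KO Tregs. In the thymus the oxidative phosphorylation score was lower by more than the spread between mice (difference -0.19, exact permutation p = 0.00794), with 5 of 54 genes DE and lower.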

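The score of 60 cell-cycle genes was 3.18 ± 0.0903 in splenic WT and 3.76 ± 0.126 in splenic CD25 KO Tregs (SD, n = 4 each), a difference of 0.58 (exact permutation p = 0.0286, adjusted p = 0.0673 over the 33 tests). It was higher in every CD25 KO than WT mouse. Of these genes, 59 were higher, 38 of them at FDR < 0.01 over all genes and 47 when adjusted over the list alone, and their mean log2 fold change was above that of all matched random lists (percentile 100). *E2f8* (log2 fold change 1.31, adjusted p = 0.000118), *Hmmr* (1.27, adjusted p = 8.22e-05) and *Ccnb2* (1.20, adjusted p = 4.51e-05 from edgeR's quasi-likelihood test) had the largest increases among the DE genes of the list. The T cell signaling score was 7.74 ± 0.0230 in WT and 7.85 ± 0.0374 in CD25 KO Tregs, a difference of 0.11 (exact permutation p = 0.0286), with 12 genes higher, including *Malt1* (log2 fold change 0.80) and *Nfatc1* (0.39), and *Grap2* (-0.44) and *Ppp3ca* (-0.35) lower. In the thymus, the cell-cycle score differed by -0.73 between CD25 KO and WT Tregs (exact permutation p = 0.135), within the spread of the CD25 KO mice. Their scores ranged from 3.33 to 5.26 and fell into separate groups. CD25 KO mice 1, 3 and 5 scored below every WT mouse. CD25 KO mice 2 and 4, with the highest *Il2ra* of the CD25 KO mice, scored inside the WT range. This split was seen after the fact, and a link between the score and *Il2ra* was not tested. Of the 61 genes of the list, 59 were lower in thymic CD25 KO Tregs, and no matched random list had as low a mean log2 fold change (percentile 0), which is not a test over mice. None of the 61 genes was DE in the thymus, with 9 at an unadjusted p under 0.05, all of them lower.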

Overall, these data demonstrate largely unique IL-2R-dependent gene expression for thymic and peripheral Tregs, especially for mRNAs downregulated in response to IL-2.

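A test of the difference itself, (spleen CD25 KO − spleen WT) − (thymus CD25 KO − thymus WT) over all 18 samples with edgeR's quasi-likelihood test, called 1305 of 18686 genes at FDR < 0.01. The effect of CD25 deficiency was more positive in the spleen for 840 of them and more negative for 465. The test shares 1 estimate of the spread between the tissues. With that shared estimate, 2881 thymic and 795 splenic genes were DE, against 1047 and 1651 in separate fits, so the test may understate the spread of thymic mice. The 98 genes that were DE in opposite directions were all called by this test, as were 9 of the 82 genes lower in both tissues. The call of all 98 shows little, because these genes were selected in the same samples for effects of opposite sign. Of the 1018 thymic DE genes that could be tested in the spleen, 196 were DE there in either direction. Of the 1047 thymic DE genes, 477 were called by the test of the difference. After all samples were thinned to the smallest total, 17239774 counts, 1111 genes were called. Because the mouse model, age, time without CD25, mix of sexes and sequencing run differ along with the tissue, the test compares the experiments as a whole. *Xist* was above 100 CPM in 4 of 4 WT and 4 of 4 CD25 KO splenic mice, but in 2 of 5 WT and 1 of 5 CD25 KO thymic mice. The paper concludes that IL-2R-dependent gene expression is largely unique to thymic and to peripheral Tregs, especially for mRNAs lowered in response to IL-2.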

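Among 47 JAK/STAT signaling genes, the scores of splenic WT and CD25 KO Tregs were 6.91 ± 0.00978 and 6.85 ± 0.0295 (SD, n = 4 each), a difference of -0.053 (exact permutation p = 0.0286, adjusted p = 0.0673 over the 33 tests). With the median in place of the mean over the genes, the difference was -0.020 (exact permutation p = 0.714), and after the correction for GC content it was -0.043 (exact permutation p = 0.0857). In the spleen, 10 of the genes were lower and 5 higher in CD25 KO Tregs at FDR < 0.01, and 12 and 9 when adjusted over the list alone. *Il4ra*, which encodes a cytokine receptor chain, was lower in both tissues, with log2 fold changes of -0.46 in the thymus (adjusted p = 0.00213) and -0.40 in the spleen (adjusted p = 0.00122 from edgeR's quasi-likelihood test). *Jak2* (log2 fold change 0.48), *Ptpn11* (0.49) and *Ifngr1* (0.55) were higher in splenic CD25 KO Tregs.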

Many pathways that overlapped between thymic and peripheral Tregs represent cytokine and Jak/STAT signaling, consistent with an expected common role for proximal IL-2R signaling in Tregs. 

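Folate and serine metabolism was represented by 15 genes, among them those for serine synthesis, the folate-dependent steps of purine synthesis and folate polyglutamylation. Their score was 4.89 ± 0.0547 in thymic WT and 4.58 ± 0.202 in thymic CD25 KO Tregs (SD, n = 5 each), a difference of -0.32 (exact permutation p = 0.00794, adjusted p = 0.0374 over the 33 tests). *Atic* (log2 fold change -0.55, adjusted p = 0.00336) and *Shmt2* (-0.52, adjusted p = 0.00839 from edgeR's quasi-likelihood test) were DE in the thymus, although *Shmt2* was not after the correction for GC content (adjusted p = 0.0144). Adjusted over the list alone, 8 genes were lower and 1 higher in the thymus. In the spleen the score was 4.83 ± 0.0114 in WT and 4.74 ± 0.0182 in CD25 KO Tregs (SD, n = 4 each), a difference of -0.094 (exact permutation p = 0.0286), but the median over the genes differed in the other direction (0.062, exact permutation p = 0.429). *Fpgs* (log2 fold change -0.48), *Mthfd1* (-0.34) and *Gart* (-0.32) had the largest decreases of 5 genes that were DE and lower in the spleen, and *Psat1* was higher (0.48). Adjusted over the list alone, 6 were lower and 2 higher in the spleen.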

Several other shared pathways (tetrahydrofolate salvage from 5,10 methenyltetrahydrofolate, folate polyglutamylation, and superpathway of serine and glycine biosynthesis) indicate a role for IL-2R signaling in amino acid and nucleotide biosynthesis. 

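The genes of the Th1 and Th2 pathways that the paper lists for the thymus numbered 36, of which 35 could be tested and all 35 differed in the listed direction. At FDR < 0.01, 20 of the 29 genes listed as lower and 5 of the 6 listed as higher in thymic CD25 KO Tregs were DE by edgeR's quasi-likelihood test, and all 35 passed FDR < 0.05. For the spleen, all 58 listed genes differed in the listed direction, and 33 of 38 listed as higher and 16 of 20 listed as lower were DE. Adjusted over the listed genes alone, 35 thymic and 58 splenic genes passed FDR < 0.01, counts that show no stability because the genes were listed from the same data.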

Th1 and Th2 pathways were also identified as IL-2R-dependent in both Treg compartments (Fig. 6g). 

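In thymic Tregs, *Ifng* had 1 to 7 counts per WT and 0 to 6 counts per CD25 KO sample, too few for the test, and without the filter on low counts its difference was not detectable at this depth (adjusted p = 0.641 from edgeR's quasi-likelihood test). *Il4* had 0.739 ± 0.170 CPM in WT and 0.758 ± 0.241 CPM in CD25 KO thymic Tregs (SD, n = 5 each; adjusted p = 0.961), and its direction changed between settings. *Stat3* had 361 ± 24.7 CPM in WT and 311 ± 8.98 CPM in CD25 KO thymic Tregs (log2 fold change -0.22, adjusted p = 0.0161). *Jun* was also lower (log2 fold change -1.41, adjusted p = 0.0192), and the WT and CD25 KO mice overlapped for *Jun*.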

For the thymus, IL-2R-dependent genes identified in these pathways did not include Th1 or Th2 cytokines, but rather several transcriptional regulators and immunological mediators that might act to promote development into functional suppressor cells specialized to inhibit Th1 and Th2 responses. However, transcripts for several effector cytokines (*Ifng*, *Il4*, and *Il10*) were increased in CD25-deficient peripheral Tregs (Supplementary Fig. 7). 

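In splenic Tregs, *Il10* had 3.05 ± 1.13 CPM in WT and 12.4 ± 2.77 CPM in CD25 KO mice (SD, n = 4 each), a log2 fold change of 2.02 (standard error 0.206, adjusted p = 7.33e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Il4* had 1.86 ± 0.718 and 4.62 ± 0.878 CPM, a log2 fold change of 1.30 (standard error 0.233, adjusted p = 0.00104). *Ifng* had 2.59 ± 0.429 and 6.17 ± 0.878 CPM, a log2 fold change of 1.25 (standard error 0.156, adjusted p = 4.54e-05). The effect of CD25 deficiency differed between the tissues for *Il10* (difference in log2 fold change, spleen minus thymus, 3.46, adjusted p = 0.000223), but for *Il4* (1.30, adjusted p = 0.0247) and *Ifng* (1.86, adjusted p = 0.0732) it was not called at FDR < 0.01.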

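Supplementary Fig. 7 lists 25 genes for both tissues, 15 of them with opposite directions in thymus and spleen. Of these 15 genes, 14 had opposite signs in the 2 tissues, and *Ccr3* was left out by the filter in the thymus. At FDR < 0.01 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 9 of the 15 were DE in both tissues, and 14 were at FDR < 0.05 in both. In the test of the difference between tissues over all 18 samples, the effect of CD25 KO differed for all 15 at FDR < 0.01. That count shows no stability, because the genes were listed with opposite directions from the same data. The largest difference between 2 detected effects was that of *Il1rl1*, with a log2 fold change of -4.62 in the thymus and 0.73 in the spleen (difference 5.35, adjusted p = 4.04e-07). It was followed by *Cd80* (-2.54 and 1.10, difference 3.65, adjusted p = 3.6e-06) and *Nfil3* (-1.42 and 1.04, difference 2.47, adjusted p = 2.14e-05). *Cd86* was the only one of the 15 that was higher in the thymus and lower in the spleen (0.73 and -0.67, difference -1.39, adjusted p = 3.45e-05). The other 10 genes had the same sign in both tissues, 5 of them were DE in both, and 3 (*Il2rb*, *Lta* and *Socs1*) differed in the size of the effect.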

One surprising result in the analysis of Th1 and Th2 pathway constituents is that many were differentially expressed in opposite directions, suggesting that the IL-2 gene signature differs for thymic versus peripheral Tregs. However, we cannot exclude the possibility that these differences simply reflect the fact that, in the absence of IL-2R signaling, thymic Tregs are skewed toward a cTreg phenotype (Fig. 2f) whereas peripheral Tregs are skewed toward an eTreg phenotype (see below).

The presence of transcripts for signature Th1 and Th2 cytokines in CD25 KO peripheral Tregs, and the detection of apparent Foxp3^−^ YFP^+^ cells in the spleen of tamoxifen-induced mice (Fig. 5a), raised the possibility that IL-2R signaling deficiency among Tregs in the periphery may support plasticity toward generation of stable CD4^+^ T effector cells. However, this result might simply reflect suboptimal discrimination of Foxp3^+^ and Foxp3^−^ cells due to the permeabilization conditions used to preserve YFP fluorescence. To clarify the role of IL-2 in maintaining Treg stability, a Rosa26^stop^ mouse with a tdTomato reporter (R26TD) was used to replace YFP in conjunction with CD25^flox/Foxp3eGFP-Cre-ERT2^ (referred to as CD25^flox/Foxp3eGFP-Cre-ERT2/R26TD^) to generate tdTomato-labeled peripheral Tregs that lacked CD25. At 3–9 weeks post induction, only a small population of CD4^+^ Foxp3^−^ tdTomato^+^ T cells (~0.1–0.7%) was detected in the spleen (Fig. 7a), MLN (Fig. 7b), or small intestine lamina propria (Fig. 7c) from reporter control mice, and these “ex-Tregs” did not increase in mice whose Tregs lacked CD25. Normalized GFP MFI values from tdTomato-labeled Tregs revealed a statistically significant but quantitatively modest (<20%) decline in Foxp3 expression among CD25 KO Tregs from the spleen (Fig. 7a) and MLN (Fig. 7b) relative to CD25 WT reporter controls when examined 3–6 weeks post induction. Of note, examination of GFP MFI values in the small intestine lamina propria revealed no statistically significant difference between tdTomato-labeled CD25 KO Tregs and CD25 WT reporter controls at 3, 6, or 9 weeks post induction (Fig. 7c). These data indicate that chronic lack of IL-2R signaling in peripheral Tregs does not support the development of a substantial stable pool of CD4^+^ Tconv cells, even in the gut mucosa.

**Fig. 7:**
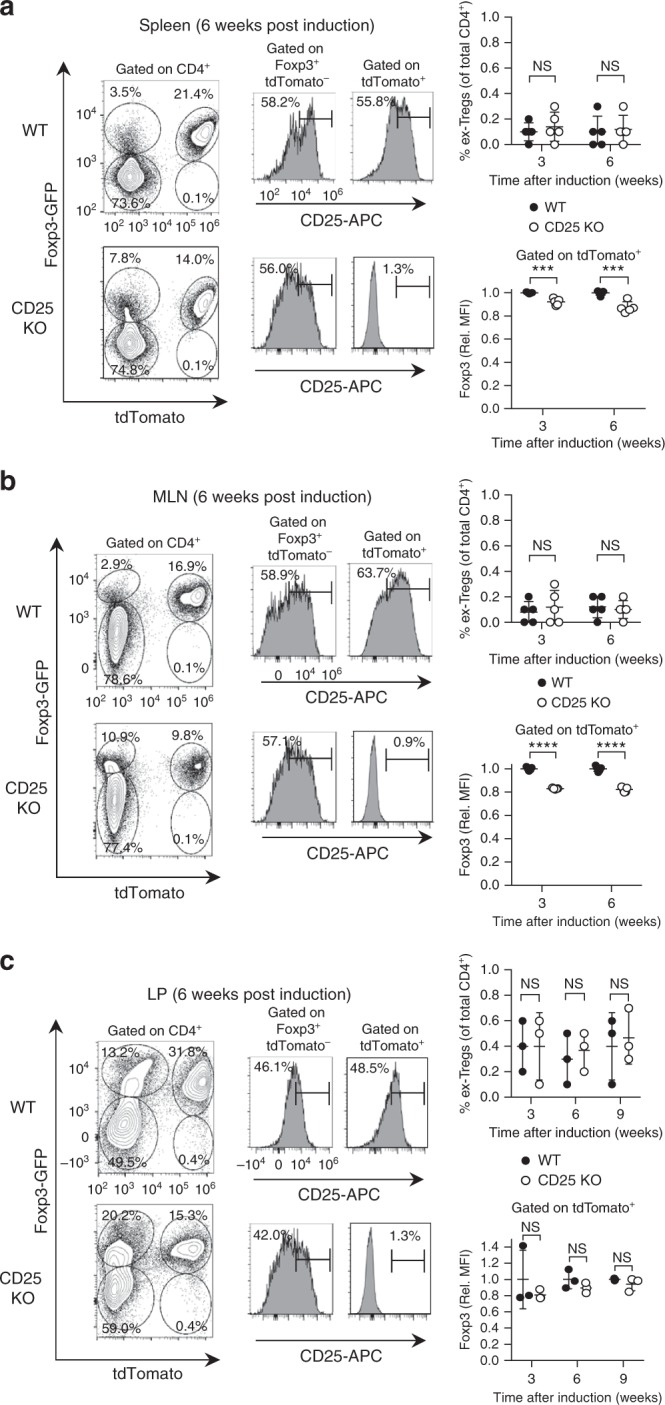
CD25 KO peripheral Tregs show only a modest decline in Foxp3 expression. Expression of GFP, tdTomato, and CD25 was evaluated by flow cytometry in the (**a**) splenic, (**b**) mesenteric lymph node (MLN), and (**c**) small intestinal lamina propria (LP) CD4^+^ T cells from CD25^flox/Foxp3eGFP-Cre-ERT2/R26TD^ mice (shown as CD25 KO) and reporter controls. Representative contour plots and histograms are shown (left panels). Scatter plots display the proportion of GFP^-^ tdTomato^+^ “ex-Tregs” in each tissue, expressed as a percentage of total CD4^+^ T cells (upper right panels), as well as GFP MFI among tdTomato^+^ Tregs from CD25^flox/Foxp3eGFP-Cre-ERT2/R26TD^ mice and reporter controls (lower right panels). These parameters were evaluated in the spleen and MLN at 3 and 6 weeks post induction (*n* = 5 mice per group). In LP, the proportion of GFP^−^ tdTomato^+^ “ex-Tregs” and GFP MFI among tdTomato^+^ Tregs were examined at 3, 6, and 9 weeks post induction (*n* = 3 mice per group). Rel. MFI = relative MFI normalized to CD25 WT controls. Each symbol represents an individual mouse (**a**, **b**, **c**; mean ± SD). NS, not significant (*p* > 0.05), ***p < 0.001, ****p < 0.0001 (two-tailed Student’s *t* test). Data are representative of, or pooled from (**a**, **b**, **c**) three independent experiments

### CD25 KO peripheral Tregs exhibit polarization toward eTregs

Previous work has suggested that IL-2 primarily controls the homeostasis of resting CD62L^hi^ CCR7^hi^ cTregs^27^. Thus, the increased expression of mRNAs and associated pathways in CD25 KO peripheral Tregs might reflect a shift in Treg subsets rather than a normal requirement for IL-2R-dependent gene repression. The RNA-seq data of individual genes support this view, since expression of cTreg mRNAs (*Sell*, *Ccr7*, *Ly6c1*, and *Bcl2*) was reduced in CD25-deficient peripheral Tregs, while eTreg mRNAs, including well-known Treg functional molecules (*Cd44*, *Icos*, *Klrg1*, *Mki67*, *Tigit*, *Irf4*, *Prdm1, Il10*, *Gzmb*, and *Fgl2*), were overexpressed (Fig. 8a).

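In splenic Tregs, the cTreg genes were lower and the eTreg genes higher in CD25 KO than WT mice, with no overlap between the mice of the 2 groups for any of these genes. *Ccr7* had 192 ± 17.4 CPM in WT and 126.2 ± 11.7 CPM in CD25 KO Tregs (SD, n = 4 each), a log2 fold change of -0.60 (adjusted p = 3.49e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest increase of the eTreg genes was that of *Gzmb*, from 4.35 ± 1.07 to 46.1 ± 8.00 CPM (log2 fold change 3.41, adjusted p = 1.52e-09). *Fgl2* rose from 33.5 ± 4.38 to 84.4 ± 8.97 CPM (log2 fold change 1.33) and *Tigit* from 71.3 ± 11.6 to 173 ± 20.8 CPM (1.28). The log2 fold change was 1.00 for *Prdm1*, 0.77 for *Klrg1*, 0.75 for *Icos*, 0.40 for *Irf4* and 0.38 for *Cd44*, with adjusted p between 6.17e-07 and 0.00386. Of all 39 genes in the panel, every gene had the direction shown, and 23 of 24 shown as higher and 14 of 15 shown as lower were DE at FDR < 0.01. *Cd28* (log2 fold change 0.36, adjusted p = 0.0140) passed FDR < 0.05 only. Adjusted over the panel alone, all 39 passed FDR < 0.01, which shows no stability because the panel was chosen from the same data. The largest decrease in the panel was that of *Igfbp4* (log2 fold change -2.59, adjusted p = 2.97e-09).

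**Figure D5:**
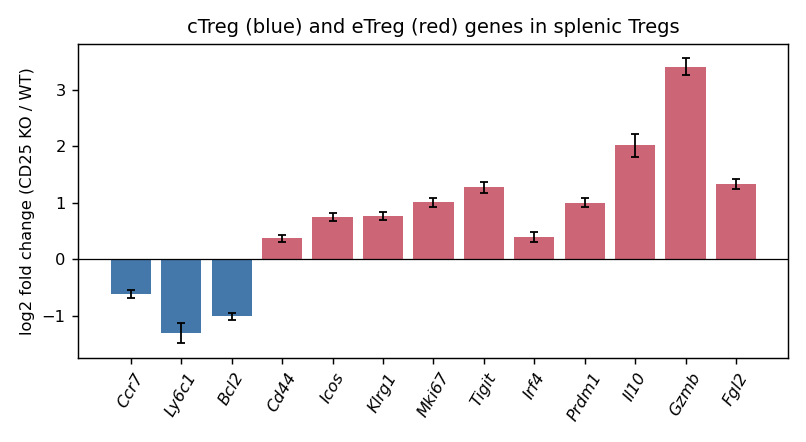
Log2 fold change (CD25 KO / WT) in splenic Tregs of cTreg genes (blue) and eTreg genes (red), with the standard error as an error bar. The 3 cTreg genes shown lie below 0 and the 10 eTreg genes above 0, up to 3.41 for *Gzmb*.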

**Fig. 8:**
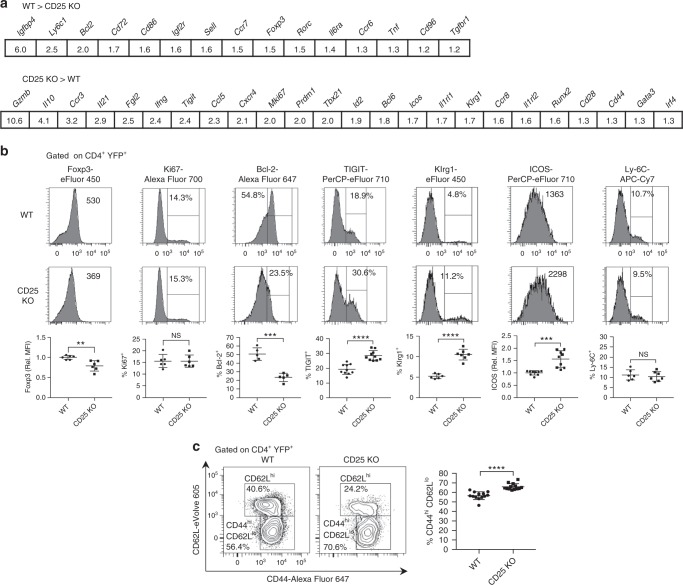
CD25 deficiency in peripheral Tregs initially favors survival of eTregs. **a** Selected immunological genes downregulated (top) or upregulated (bottom) in splenic CD25 KO Tregs from tamoxifen-induced CD25^flox/Foxp3eGFP-Cre-ERT2/R26Y^ mice evaluated by RNA-seq. Statistical significance is FDR < 0.01 for all comparisons. **b** Expression of indicated markers in splenic YFP^+^ Tregs from CD25^flox/Foxp3eGFP-Cre-ERT2/R26Y^ mice (shown as CD25 KO) and reporter controls was measured by ex vivo flow cytometry 10–14 days after tamoxifen induction (*n* = 5–10 mice per group). Representative histograms (upper panels) and scatter plots (lower panels) are shown. **c** Representative contour plots (left) and scatter plot (right) showing the proportion of splenic YFP^+^ Tregs with a CD44^hi^ CD62L^lo^ eTreg phenotype (*n* = 13 mice per group). Rel. MFI = relative MFI normalized to CD25 WT controls. Each symbol represents an individual mouse (**b**, **c**; mean ± SD). NS, not significant (*p* > 0.05), **p < 0.01, ***p < 0.001, ****p < 0.0001 (two-tailed Student’s *t* test). Data are representative of, or pooled from (**b**, **c**) three independent experiments

Consistent with the RNA-seq data, flow cytometry revealed increased expression of the eTreg markers TIGIT, Klrg1, and ICOS among peripheral CD25-deficient Tregs (Fig. 8b). In addition, these CD25 KO Tregs contained a higher fraction of CD44^hi^ CD62L^lo^ eTregs (Fig. 8c). However, expression of Ly-6C, a marker of resting cTregs, was minimally reduced even though *Ly6c1* mRNA was downregulated ~2.5-fold in CD25 KO Tregs. Thus, some of the changes detected in peripheral CD25 KO Tregs by RNA-seq appear to reflect a shift from cTregs to eTregs, rather than loss of IL-2R-dependent gene repression.

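*Ly6c1* mRNA had 20.6 ± 5.71 CPM in splenic WT and 8.36 ± 2.2 CPM in splenic CD25 KO Tregs (SD, n = 4 each), 2.46-fold lower in CD25 KO Tregs (log2 fold change -1.30, standard error 0.183, adjusted p = 0.000142 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The lowest WT mouse had 16.0 and the highest CD25 KO mouse 11.2 CPM.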

YFP^+^ Tregs from CD25^flox/Foxp3eGFP-Cre-ERT2/R26Y^ mice were FACS-purified and stained for Foxp3, Ki67, and Bcl-2 by intracellular flow cytometry. Foxp3 expression among peripheral CD25 KO Tregs was reduced by ~30% at the mRNA and protein levels, while Bcl-2 mRNA and protein expression were reduced by ~50%. 

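At the mRNA level, *Foxp3* was 31.5% lower in splenic CD25 KO than WT Tregs, with a log2 fold change of -0.55 (standard error 0.0554, adjusted p = 6.9e-06 from edgeR's quasi-likelihood test). *Bcl2* mRNA had 342 ± 18.2 CPM in WT and 170 ± 11.3 CPM in CD25 KO Tregs (SD, n = 4 each), 50.2% lower (log2 fold change -1.01, standard error 0.0583, adjusted p = 3.95e-08).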

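*Mki67* mRNA, which encodes Ki67, had 89.6 ± 4.22 CPM in splenic WT and 181 ± 26.5 CPM in splenic CD25 KO Tregs (SD, n = 4 each), 2.02-fold higher in CD25 KO Tregs (log2 fold change 1.01, standard error 0.0829, adjusted p = 9.17e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).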

Ki67 expression was increased twofold at the mRNA level, while protein expression was indistinguishable between CD25 KO and WT Tregs (Fig. 8a, b). Collectively, these results suggest that abrogation of IL-2R signaling impairs survival of Tregs, particularly cTregs, while leaving proliferative function intact.

### Increased apoptosis among peripheral CD25 KO Tregs

To directly quantify cell survival in peripheral CD25 KO Tregs, Annexin-V staining was performed in splenocytes from CD25^flox/Foxp3eGFP-Cre-ERT2/R26Y^ mice and reporter controls 10–14 days post induction. The percentage of Annexin-V^+^ events was greater among CD25 KO Tregs stained ex vivo, and after resting in culture for 4 and 8 h (Fig. 9a–c). To obtain direct measurements of apoptosis, pro-apoptotic caspase-3/7 enzyme activity was assayed. When measured in CD25^flox/Foxp3eGFP-Cre-ERT2/R26TD^ mice and reporter controls, the proportion of caspase-3/7^+^ apoptotic cells, as well as 7AAD^+^ dead cells, was significantly increased among CD25 KO Tregs across the same time points (Fig. 9d–f).

**Fig. 9:**
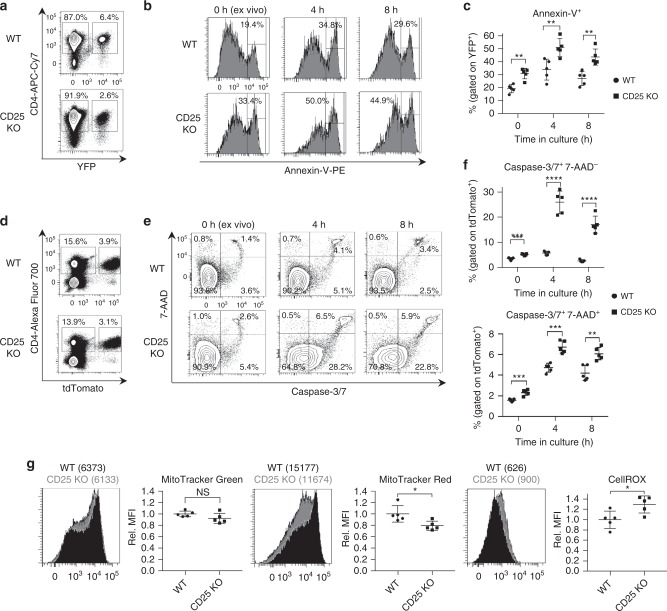
Increased apoptosis and mitochondrial dysfunction in CD25-deficient peripheral Tregs. **a** Representative contour plots and gating strategy for YFP^+^ Tregs among splenic CD4^+^ T cells bead-purified from CD25^flox/Foxp3eGFP-Cre-ERT2/R26Y^ mice (shown as CD25 KO) and reporter controls 10–14 days after tamoxifen induction. **b** Representative histograms and (**c**) scatter plot showing Annexin-V staining, performed ex vivo and after 4 h and 8 h incubation in culture media alone (n = 5 mice per group). Cells are gated on the YFP^+^ population shown in (**a**). **d** Representative contour plots and gating strategy for tdTomato^+^ Tregs among splenic CD4^+^ T cells from CD25^flox/Foxp3eGFP-Cre-ERT2/R26TD^ mice (shown as CD25 KO) and reporter controls evaluated 10–14 days after tamoxifen induction. **e** Representative contour plots and (**f**) scatter plots showing staining with caspase-3/7 enzyme substrate and 7-AAD (*n* = 5 mice per group). Cells are gated on the tdTomato^+^ population shown in (**d**). **g** Representative histograms and scatter plots of MFI data for tdTomato^+^ cells stained with MitoTracker Green, MitoTracker Red, and CellROX oxidative stress detection reagent (*n* = 5 mice per group). Rel. MFI = relative MFI normalized to CD25 WT controls. Each symbol represents an individual mouse (mean ± SD). NS, not significant (*p* > 0.05), *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 (two-tailed Student’s *t* test). Data are representative of (**a**, **b**, **d**, **e**, **g**) or pooled from (**c**, **f**, **g**) two independent experiments

### CD25 KO Tregs show signs of impaired metabolic homeostasis

Mitochondrial dysfunction among peripheral CD25 KO Tregs represents a likely mechanism underlying both the impaired lipid homeostasis suggested by IPA results (Fig. 6f) and the increased vulnerability of these cells to apoptosis. Accordingly, assessments of mitochondrial content, mitochondrial membrane potential, and cellular oxidative stress were performed using the fluorogenic dyes MitoTracker Green FM, MitoTracker Red FM, and CellROX Deep Red reagent, respectively. MitoTracker Green FM accumulates in the mitochondria regardless of mitochondrial membrane potential. Comparable MitoTracker Green FM staining observed in peripheral CD25 KO and WT Tregs indicates that mitochondrial content is unchanged. However, MitoTracker Red FM staining in the CD25 KO group was significantly diminished when compared with WT. Since accumulation of MitoTracker Red FM in the mitochondria is potential dependent, this result suggests that CD25 deficiency leads to a reduction in mitochondrial membrane potential. Furthermore, reactive oxygen species (ROS), which are likely to originate from the mitochondria and trigger apoptotic pathways^41,42^, were increased in CD25 KO Tregs (Fig. 9g). 

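In splenic CD25 KO Tregs, the caspase genes *Casp1* (log2 fold change 0.77, adjusted p = 9.29e-06) and *Casp4* (0.75, adjusted p = 1.31e-05 from edgeR's quasi-likelihood test) were higher than in WT. *Apaf1* had 73.8 ± 3.41 CPM in WT and 95.8 ± 7.34 CPM in CD25 KO Tregs (SD, n = 4 each; log2 fold change 0.38, adjusted p = 0.000418). *Bak1* had 43.1 ± 3.86 and 52.7 ± 1.94 CPM (log2 fold change 0.29, adjusted p = 0.00542), and *Bid* had 26.6 ± 0.705 and 31.4 ± 0.799 CPM (0.24, adjusted p = 0.00809). *Bcl2l1* fell from 41.2 ± 2.75 to 33.9 ± 1.99 CPM (log2 fold change -0.28, adjusted p = 0.00681), but was not DE after the correction for GC content (adjusted p = 0.0128). Besides *Mvd*, genes of cholesterol biosynthesis in the table, among them *Lss* (log2 fold change -0.72), *Idi1* (-0.71), *Mvk* (-0.69), *Fdps* (-0.68) and *Cyp51* (-0.59), were lower, those 5 with adjusted p between 2.23e-06 and 0.0085.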

Notably, peripheral CD25 KO Tregs exhibited a host of transcriptional changes, such as increased levels of pro-apoptotic caspases, *Apaf1*, *Bak1*, and *Bid*, and decreased levels of *Bcl2* and *Bcl2l1*, consistent with the experimentally observed reduction in cell viability, as well as impaired expression of numerous genes involved in the biosynthesis of cholesterol and other lipids (Table 1). Thus, increased apoptosis of CD25 KO Tregs is accompanied by disruption of lipid homeostasis leading to mitochondrial dysfunction and oxidative stress.

**Table 1:** CD25-deficient Tregs show differential mRNA expression related to apoptosis and metabolism

Gene	Fold change (CD25 KO > WT)
*Casp3*	1.9
*Casp1*	1.7
*Casp4*	1.7
*Gas2*	1.5
*Apaf1*	1.3
*Bak1*	1.2
*Bid*	1.2
*Casp7*	1.2
**Gene**	**Fold change (WT > CD25 KO)**
*Ldlr*	2.6
*Bcl2*	2.0
*Ksr2*	1.9
*Dhcr24*	1.8
*Mvd*	1.8
*Lss*	1.7
*Fdps*	1.6
*Idi1*	1.6
*Mvk*	1.6
*Cyp51*	1.5
*Bcl2l1*	1.2
*Mcl1*	1.0

Selected genes related to apoptosis or lipid/cholesterol biosynthesis, evaluated by RNA-seq in splenic CD25 KO Tregs from tamoxifen-induced CD25^flox/Foxp3eGFP-Cre-ERT2/R26Y^ mice. 

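All 8 genes that the table lists as higher and 11 of the 12 it lists as lower in splenic CD25 KO Tregs were DE at FDR < 0.01 by edgeR's quasi-likelihood test. When adjusted over the listed genes alone, 19 passed, which shows no stability because the table was chosen from these data. The gene that was not DE was *Mcl1*. *Gas2* had 5.50 ± 1.01 CPM in WT and 8.20 ± 0.800 CPM in CD25 KO Tregs (SD, n = 4 each; log2 fold change 0.58, adjusted p = 0.00687), and its call was lost after the correction for GC content (adjusted p = 0.0101).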

Statistical significance is FDR < 0.01 for all comparisons (with the exception of *Mcl1*, where no difference was observed)

## Discussion

Past results have demonstrated that IL-2R signaling is required for functional programming of Tregs^7^. Our findings using CD25^cKO^ mice indicate that Tregs that do not receive an IL-2 signal are devoid of functional activity, as autoimmunity associated with this model is essentially identical to Foxp3-deficient scurfy mice, which lack Tregs altogether^8^. Moreover, autoimmunity was prevented in CD25^cKO^ and CD25^gKO^ mice after adoptive transfer of splenocytes, where essentially the only donor cells that persistently engrafted were Tregs. This finding is analogous to past results from our laboratory where purified Tregs readily prevented autoimmunity in IL-2Rβ-deficient mice^36^, further supporting the conclusion that Tregs are not functional in the absence of IL-2R signaling. Our study also clarifies that the slower tempo of lethal autoimmunity associated with germline inactivation of *Il2ra*^43^, *Il2rb*^44^, or *Il2*^45^ when compared with CD25^cKO^ mice is because IL-2R signaling is absent in both Tregs and autoreactive T cells in the former mice. Thus, impaired IL-2R signaling in autoreactive T cells accounts for this overall slower disease progression when compared with scurfy and CD25^cKO^ mice that harbor wild-type autoreactive T cells.

The complete inability of Tregs from CD25^cKO^ mice to suppress autoreactive T cells is consistent with an essential IL-2R-dependent step for functional programming of Tregs in the thymus. If thymic Tregs in CD25^cKO^ mice possessed significant functional competence, these Tregs should have exhibited some capacity to suppress autoreactive T cells in the periphery, but this was not observed. Moreover, phenotypic and gene profiling of thymic Tregs revealed substantial transcriptional changes among Tregs from CD25^cKO^ mice, including consistently lower expression of most Treg functional molecules. 

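Beyond the genes already given, *Lrrc32*, which encodes GARP, had 310 ± 41.7 CPM in thymic WT and 127.03 ± 54.9 CPM in thymic CD25 KO Tregs (SD, n = 5 each), a log2 fold change of -1.28 (standard error 0.241, adjusted p = 0.00497 from edgeR's quasi-likelihood test). *Ecm1* had 138 ± 13.8 and 58.3 ± 17.6 CPM (log2 fold change -1.24, adjusted p = 0.0013), and *Gata1* had 16.8 ± 1.26 and 9.47 ± 2.02 CPM (-0.83, adjusted p = 0.00241). Of 66 thymic genes named by a rule written before the data were examined, 50 were DE, and 31 of these were DE in each of the 10 fits that left out 1 thymic mouse. None of the 50 changed direction in these fits. The rule took some genes because they were DE in these data, so the 50 is no success rate of a fixed list.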

Given the role of STAT5 in regulating Foxp3 expression^2,7,37^, the nearly normal levels of Foxp3 protein in thymic Tregs from CD25^cKO^ mice were somewhat surprising, and suggest that IL-2 regulates one or more essential, Foxp3-independent targets during Treg development. The molecular basis for IL-2R-dependent Treg maturation remains to be determined.

By necessity, deletion of CD25 by Foxp3-Cre acts later in the Treg developmental pathway than germline deletion of CD25. Some aspects of the thymic phenotype associated with CD25^gKO^ mice, i.e., lower abundance of pSTAT5, Foxp3, CD39, CD73, Ki67, and Bcl-2, were more severe than found for CD25^cKO^ mice, suggesting a defect that occurs upstream of Foxp3-Cre-mediated ablation of CD25. These data support a two-stage model of IL-2R-dependent thymic Treg development. An early IL-2R-dependent step, preserved in CD25^cKO^ but not CD25^gKO^ mice, may potentiate initial upregulation of Foxp3 as well as survival and proliferation of thymic Treg precursors. The second step, associated with CD25^cKO^ mice, would then further potentiate Foxp3 expression and other essential aspects of Treg functional maturation. Nevertheless, the absence of this second step alone is sufficient to fully abolish Treg function^7^. It is noteworthy that ex vivo pSTAT5 was significantly reduced, but not abrogated, in developing Tregs from CD25^cKO^ and CD25^gKO^ mice. This result, as well as past findings that Foxp3 expression was lower in Tregs from IL-2Rβ-deficient mice^46,47^ when compared with CD25^cKO^ or CD25^gKO^ mice, implies that IL-7, IL-15, or other cytokines may act redundantly with IL-2 in promoting initial development of thymic Tregs. Nevertheless, our data clarify that other γc-dependent cytokines cannot compensate for a lack of IL-2R signaling in thymic Treg maturation.

Besides an indispensable role during thymic development, IL-2 also provides essential signaling for Tregs in the periphery. Although TCR^17–20^, co-stimulatory^21,22^, TNFRSF^23,24^, and IL-33^25,26^ signaling support the activation and proliferation of peripheral Tregs, fate mapping of this population after selective CD25 deletion indicates that all mature Tregs in lymphoid and non-lymphoid tissues require IL-2 for long-term persistence. Residual Tregs examined early after inducible CD25 deletion were skewed toward an eTreg phenotype, confirming prior reports that cTregs are particularly IL-2 dependent^27,28^. The absence of autoimmunity in this setting implies that the increase in eTregs is a direct physiological consequence of IL-2 deprivation. This differs from our assessment of CD4^+^ Foxp3^+^ T cells from the thymus and periphery of autoimmune and “cured” CD25^cKO^ and CD25^gKO^ mice, where skewing toward an eTreg phenotype arises as a consequence of inflammation associated with systemic autoimmunity.

The fundamental deficiency associated with CD25 KO peripheral Tregs lies with survival rather than proliferation, as these cells exhibited normal protein expression of the proliferative marker Ki67, but reduced expression of Bcl-2 mRNA and protein. Increased apoptosis among CD25 KO Tregs appears to be a result of dysregulated cellular metabolism, as evidenced by transcriptional downregulation of key enzymes involved in cholesterol and lipid biosynthesis as well as the crucial metabolic regulator kinase suppressor of Ras 2 (*Ksr2*). 

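*Ksr2* had 24.2 ± 3.70 CPM in splenic WT and 12.8 ± 0.727 CPM in splenic CD25 KO Tregs (SD, n = 4 each), a log2 fold change of -0.91 (standard error 0.103, adjusted p = 1.86e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every CD25 KO mouse was below every WT mouse.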

Recent evidence has established that regulating the homeostatic balance between glycolysis-driven fatty acid synthesis and fatty acid oxidation (FAO) has major implications for Treg maintenance and function^48,49^. Our study corroborates previous findings that lipid metabolism is integral to metabolic fitness, survival, and suppressive capacity among peripheral Tregs^50^, and highlights a critical role for IL-2 in this non-conventional regulatory process. Future studies will more directly assess the role of IL-2R signaling in Treg metabolism.

A previous report found that anti-apoptotic Mcl-1^51^, rather than Bcl-2, is essential for Treg survival and implicated Mcl-1 in IL-2-dependent homeostasis of Tregs. However, Treg-specific deletion of Mcl-1 produced lethal autoimmunity as early as 4 weeks of age, a much shorter time frame than the potential role we detected for Bcl-2 in supporting IL-2-dependent Treg survival. Moreover, the conclusion that Treg survival is Bcl-2-independent was based on competitive bone marrow transplantation, which more likely assesses homeostatic expansion rather than survival. 

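*Mcl1* had 591 ± 27.6 CPM in splenic WT and 572 ± 33.8 CPM in splenic CD25 KO Tregs (SD, n = 4 each). The difference was smaller than the SD within either group (log2 fold change -0.046, standard error 0.0561, adjusted p = 0.635 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).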

Notably, our RNA-seq data revealed abundant expression of *Mcl1* that was comparable between splenic CD25 KO Tregs and controls. We therefore favor the notion that Mcl-1 regulates Treg survival independently of IL-2R signaling, while suggesting that Bcl-2 contributes to physiological IL-2-dependent Treg homeostasis.

Several studies have suggested that IL-2 is required to maintain Treg identity^2,3,7,15^. However, the relatively modest reduction in Foxp3 expression among peripheral CD25 KO Tregs and absence of a well-defined “ex-Treg” population after CD25 deletion argue against this. Neither peripheral lymphoid tissues nor the small intestinal lamina propria, a site known for its abundance of peripherally induced Tregs with greater phenotypic plasticity than their thymic-derived counterparts^30,52^, contained “ex-Tregs” in substantial numbers. Although we cannot directly discriminate thymic- and peripherally derived Tregs, our findings indicate that both remain stable in the absence of IL-2R signaling. 

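The effector cytokine transcripts were present in splenic WT Tregs as well, and each rose in all 4 CD25 KO mice above the highest WT mouse. *Ifng* ranged from 55 to 82 counts per WT and from 156 to 243 counts per CD25 KO sample. *Il4* ranged from 24 to 68 and from 107 to 169 counts, and *Il10* had at least 61 and at least 258 counts. Counts of sorted populations do not show whether these transcripts came from a few cells or from most of them.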

At most, after prolonged absence of IL-2R signaling, Tregs may transiently become “ex-Tregs” before undergoing apoptosis, a mechanism which could account for the detection of several effector cytokine mRNAs in CD25-deficient peripheral Tregs.

Patterns of IL-2R-dependent gene regulation were highly distinctive in the thymus, where IL-2R signaling seems to predominantly drive gene repression, and the periphery where it primarily supports gene activation. Nevertheless, modest overlap was observed in IL-2R-dependent gene activation in thymic and splenic Tregs, particularly for regulatory activities related to survival, immune function, and energy homeostasis. 

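Of the thymic DE genes, 51.5% were higher in CD25 KO than WT Tregs (95% Wilson interval 48.5–54.5%), and of the splenic DE genes, 62.4% (60.1–64.8%), where the intervals treat genes as independent. With upper-quartile normalization, the shares were 64.7% in the thymus and 54.5% in the spleen, so which tissue had the larger share depended on the normalization.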

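Among genes named by the paper or in its panels, *Lrrc32* fell from 269 ± 17.5 CPM in WT to 107 ± 12.6 CPM in CD25 KO splenic Tregs (SD, n = 4 each; log2 fold change -1.33, adjusted p = 3.1e-08 from edgeR's quasi-likelihood test). *Ecm1* fell from 63.8 ± 5.72 to 33.0 ± 3.62 CPM (-0.95, adjusted p = 1.35e-06) and *Gata1* from 20.1 ± 2.91 to 7.90 ± 0.810 CPM (-1.35, adjusted p = 9.29e-07). All 3 were DE and lower in the thymus too. The decrease of these genes was not shown to differ between the tissues (adjusted p of 0.967, 0.34 and 0.0636 over all 18 samples). *Bcl2* was lower in the spleen and not shown to differ in the thymus (log2 fold change 0.012, adjusted p = 0.926), and its effect differed between the tissues (difference in log2 fold change -1.0, adjusted p = 1.38e-06). Across the 18 fits that each left out 1 mouse, 39 to 86 genes were lower in both tissues.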

By sustaining these fundamental pathways to support viability and expansion of Treg precursors in the thymus, IL-2R signaling appears to serve as a necessary prerequisite for generating Tregs with the potential for immunosuppression. However, an obligate IL-2 requirement for Treg survival is maintained after emigration to the periphery. Thus, some effects of IL-2R signaling on Tregs depend upon cell context, while other outcomes are common irrespective of anatomical location. With respect to this latter point, IL-2R-dependent gene regulation has also shown overlapping activities in Treg and T effector cells^53^. One caveat to this conclusion is that in the absence of IL-2R signaling, cTregs predominate in the thymus while eTregs dominate the periphery, and some IL-2R-dependent transcriptional differences may be secondary to this altered subset distribution. Notwithstanding this limitation, the dual action of IL-2R signaling has several precedents. For example, IL-7 and IL-15 also serve dual roles in the immune system, supporting development of T cells and NK cells, respectively, from less committed precursors only to later contribute to the homeostasis of naive T and memory T cells^54–56^. Thus, we favor the view that thymic Treg maturation depends on a unique IL-2R-dependent gene program distinct from IL-2R-dependent activities that regulate peripheral Treg homeostasis.

## Methods

### Study design

In this study, we aimed to determine the molecular mechanisms through which IL-2 signaling governs the development and survival of Tregs, by evaluating the phenotypes of mice with germline or Treg-targeted mutations in the *Il2ra* gene (CD25). In particular, the use of a tamoxifen-inducible CD25 knockout model allowed the impact of IL-2 on peripheral Tregs to be separated from IL-2-mediated effects within the thymus. In vitro and in vivo mouse studies were not randomized or blinded. CD25 WT littermates were used as experimental controls for all knockout strains. Identities of mouse strains were blinded for scoring of histological inflammation in H&E tissue sections. We chose sample sizes based on estimates from initial results, as well as previously published phenotypic data from other IL-2 signaling pathway mutations, in order to ensure appropriate power.

### Mice

Animal studies were reviewed and approved by the Institutional Animal Care and Use Committee at the University of Miami. *Il2ra*^−/−^ (CD25^gKO^), Foxp3^eGFP-Cre-ERT2^, Foxp3^YFP/Cre^, R26^flox/stop/YFP^, R26^flox/stop/tdTomato^, R26^FLPe^, CD45.1 congenic, and CD90.1 congenic mice, all on the C57BL/6 genetic background, were obtained from Jackson Laboratory. Foxp3/RFP mice (kindly provided by R.A. Flavell) were described previously^57^. Sperm from CD25^flox/flox^ mice (*Il2ra*^tm1a(EUCOMM)Wtsi^; EMMA ID: EM 08466) was first obtained from the Knockout Mouse Project (KOMP) Repository (https://www.komp.org). Mice with this allele were generated by in vitro fertilization using C57BL/6 donor oocytes, and resulting males were crossed with FLP recombinase-expressing transgenic females in order to eliminate *lacZ* and *neo* reporter constructs. All strains were bred within the specific pathogen-free animal facility at the University of Miami. Genotyping of strains was performed by PCR amplification using the primers and protocols recommended by Jackson Laboratory. For CD25^flox/Foxp3-YFP/Cre^ (CD25^cKO^) mice, genotyping was performed with custom primers (forward primer: 5′-ATCTCTGCGGCCAAAGTTCA-3′, reverse primer: 5′-TGCTGCAAAGACCCTGAGAC-3′) run for 35 cycles with an annealing temperature of 58 °C (Supplementary Fig. 1).

CD25^flox/Foxp3eGFP-Cre-ERT2/R26Y^ mice, CD25^flox/Foxp3eGFP-Cre-ERT2/R26TD^ mice, and respective CD25 WT reporter controls were treated with tamoxifen by intraperitoneal injection. Tamoxifen was dissolved in corn oil and injected daily for 5 consecutive days at a dose of 70 mg/kg.

For “curing” CD25^cKO^ and CD25^gKO^ mice, 1.0–1.5 × 10^7^ unfractionated WT splenocytes were adoptively transferred into 1–2 -day-old neonates by injection into the superficial facial vein. Congenic CD45.1 or CD90.1 C57BL/6 mice were used as donors in order to distinguish transferred cells from host-derived CD45.2^+^ or CD90.2^+^ populations (Supplementary Fig. 3).

### Histopathology

Tissues were obtained and processed as previously reported^58^, with major organs collected at necropsy, fixed in 10% neutral buffered formalin, sectioned, and stained with H&E. The tissues were coded and examined by a board certified veterinary pathologist. Inflammation was scored as: mild (+ , < 10%), moderate (+ + , 10–40%), and severe (+ + + , > 40%).

### Cell preparation and purification

Single-cell suspensions from the thymus, spleen, mesenteric lymph node, and Peyer’s patches were prepared by mechanical disruption. Intraepithelial and lamina propria lymphocytes (IEL and LP, respectively) were prepared by dissecting the small intestine from 0.5 cm below the pyloric sphincter to 1 cm above the cecum, and flushing the lumen with wash buffer consisting of Ca^2+^- and Mg^2+^-free HBSS containing 2.5% newborn calf serum (NCS), 100 U/mL penicillin, 100 µg/mL streptomycin, and 2 mM L-glutamine. After removing Peyer’s patches, intestines were cut into pieces of <3 mm and washed to remove residual mucus. For LP isolation, intestinal pieces were resuspended in Ca^2+^- and Mg^2+^-free HBSS containing 10% fetal bovine serum (FBS), 5 mM EDTA, and 15 mM HEPES, and incubated twice for 15 min at 37 °С with gentle agitation (15 rpm) to isolate IELs. Intestinal pieces were then minced finely with scissors and digested by incubating with wash buffer containing 300 U/mL collagenase type 3 and 10 µg/mL deoxyribonuclease I (Worthington Biochemical) for 1 h at 37 ^o^C. LP lymphocytes and IELs were purified on a 40/70% Percoll (GE) gradient (centrifuging at 800*g* for 20 min at 20 °С).

To purify Tregs and Treg subsets by FACS, total CD4^+^ T cells were obtained using anti-CD4 magnetic MicroBeads (Miltenyi Biotec). The cells were then stained and sorted based on the expression of reporter dyes and cell surface markers using a BD FACS Aria-II system. Cells were usually >95% pure.

### RNA-seq

FACS-purified Tregs were resuspended in TRIzol (Thermo Fisher). Separation of the RNA phase was performed according to the manufacturer instructions. Purification of RNA was performed using the RNeasy Micro Kit (Qiagen), according to the manufacturer instructions. Quality control analysis, library generation, and RNA-seq were carried out by the Oncogenomics Core Facility at the University of Miami. Quality control analysis of RNA samples was performed using the Bioanalyzer 2100 platform (Agilent Technologies). Libraries were prepared using KAPA’s RNA Hyperprep protocol and sequenced on a 75 bp paired-end run using the Illumina NextSeq 500 High Output Kit (150 cycle; 400 M flow cell).

Reads from RNA-seq were mapped to the *Mus musculus* genome GRCm38 using STAR (ver.2.5.0) aligner^59^. Raw counts were generated based on Ensembl genes (GENCODE M13) with featureCounts (ver.1.5.0)^60^. DE genes between CD25 KO and WT mice were identified using DESeq2^61^, and determined by a threshold of false discovery rate (FDR) < 0.01. Pathway analysis was performed using QIAGEN’s IPA (QIAGEN). Significant pathways were selected with cutoffs of *p*-value < 0.05 and FDR < 0.1 for thymus and FDR < 0.01 for the spleen, and analyzed using EnrichmentMap^62^ for pathway overlapping network. Pathway network was visualized in Cytoscape (https://cytoscape.org).

### Antibodies and flow cytometry

Fluorochrome-labeled mAbs, biotin-labeled mAbs, and fluorochrome–streptavidin conjugates used in this study, with sources and staining concentrations, are listed in Supplementary Table 1. For surface staining, cells were initially incubated with 2.4G2 to block antibody binding to Fc receptors, washed with HBSS containing 3% FBS and 0.1% (w/v) sodium azide, incubated with antibodies for 20 min at 4 ^o^C, and washed again. For staining with biotinylated anti-CCR7 (4B12; eBioscience), incubation was performed at 37 ^o^C, a modification which was reported by the manufacturer to enhance labeling brightness and resolution. As previously reported^46^, cells were stained for phospho-STAT5 by fixation in paraformaldehyde (1.5% final concentration) at 37 °C for 10 min. After centrifugation, cells were permeabilized in 100% methanol, maintained on ice for 30 min, then washed twice in PBS containing 0.5% bovine serum albumin and 0.02% (w/v) sodium azide before incubation with fluorochrome-conjugated antibodies to phospho-STAT5 and selected surface and intracellular markers. Intracellular staining of Foxp3, Ki67, Bcl-2, CTLA4, and Helios was performed using the Foxp3/Transcription Factor Staining Buffer Set (eBioscience) according to the manufacturer’s instructions. For analysis of unfractionated splenocytes from tamoxifen-induced CD25^flox/Foxp3eGFP-Cre-ERT2/R26Y^ mice and reporter controls, intracellular Foxp3 staining was performed using the BD Cytofix/Cytoperm Fixation/Permeabilization Kit in order to preserve YFP fluorescent signal. In this procedure, samples were fixed according to the manufacturer’s instructions, then incubated at 4 ^o^C for 1 h in the presence of 0.4 µg eFluor 450 anti-Foxp3 (FKJ-16S), diluted in 50 µL of Perm/Wash buffer. Samples were run on BD LSRFortessa HTS or CytoFLEX (Beckman Coulter) flow cytometers, and analyzed using BD FACSDiva or FlowJO software. Overall, 500,000 events were typically collected for each sample.

### Cytokine production assay

Purified anti-CD3 and anti-CD28 (BD Pharmingen) were diluted to a concentration of 5 μg/mL in PBS and coated onto 96-well EIA/RIA plates. Unfractionated splenocytes were resuspended in complete media (CM), consisting of RPMI 1640 (VWR) supplemented with 5% FBS, 100 U/mL penicillin, 100 µg/mL streptomycin, 2 mM L-glutamine, and 0.05 mM β-mercaptoethanol. The cell suspension was applied to antibody-coated plates at a seeding density of 2 × 10^5^ cells per well. Cultures were harvested after incubating at 37 ^o^C for 24 h. For each sample, culture supernatants were pooled from three replicate wells. Cytokine levels in supernatants were assayed by flow cytometry using the BD Cytometric Bead Array (CBA) Mouse Th1/Th2/Th17 Cytokine Kit according to the manufacturer’s instructions. Samples were run on a BD LSRFortessa HTS flow cytometer and analyzed using BD FACSDiva software.

### Apoptosis, mitochondrial, and oxidative stress assays

For Annexin-V staining, CD4-enriched splenocytes were first surface stained with APC-Cy7 anti-CD4 (GK1.5). Staining was performed using the PE Annexin-V Apoptosis Detection Kit (BD Pharmingen) according to the manufacturer’s instructions, with or without prior 37 ^o^C incubation in CM at a density of 2 × 10^6^/mL. Reagent volumes were scaled up to accommodate 3 × 10^5^ cells, in order to ensure an adequate number of labeled Tregs for analysis.

To measure caspase-3/7 activation, mitochondrial content, and mitochondrial membrane potential, unfractionated splenocytes were first surface stained with Alexa Fluor 700 anti-CD4 (RM4-5). For staining with MitoTracker (MT) Green FM and MitoTracker Red FM (Thermo Fisher), cells were immediately resuspended in CM at a density of 6 × 10^6^/mL. MT Green and MT Red, dissolved in DMSO, were added at a concentration of 150 µM, and cells were incubated for 15 min at 37 ^o^C. Cells were then washed once in HBSS containing 3% FBS and 0.1% (w/v) sodium azide, and resuspended in 1 mL. Cells were stained with SYTOX Blue Dead Cell Stain for flow cytometry (Thermo Fisher) according to the manufacturer’s instructions to exclude nonviable cells from analysis.

Staining with CellEvent Caspase-3/7 Green Flow Cytometry Assay Kit (Thermo Fisher) was performed with or without prior 37 ^o^C incubation in CM. In total, 6 × 10^6^ cells were resuspended in 1 mL of HBSS containing 3% FBS and 0.1% (w/v) sodium azide. CellEvent Caspase-3/7 Green Detection Reagent and SYTOX AADvanced Dead Cell Stain were added according to the manufacturer’s instructions, with a total incubation time of 30 min at room temperature.

For oxidative stress detection, unfractionated splenocytes were plated in CM at a density of 2 × 10^6^/mL. CellROX Deep Red Oxidative Stress Reagent, diluted in DMSO, was added to cells at a final concentration of 500 nM and incubated for 1 h at 37 ^o^C. Cells were then surface stained with FITC anti-CD4 (GK1.5), resuspended in 1 mL of HBSS with 3% FBS and 0.1% (w/v) sodium azide, and stained with SYTOX Blue Dead Cell Stain for flow cytometry (Thermo Fisher) according to the manufacturer’s instructions to exclude nonviable cells from analysis.

### Statistical analyses

Statistically significant differences between groups were evaluated using two-tailed Student’s *t* test, unless otherwise stated in individual figure legends. The following designations were used to convey test results: NS, not significant (*p* > 0.05), *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Graphing and statistical testing were performed using GraphPad Prism Version 7.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Source Data

## Data Availability

The RNA-seq data that support the findings of this study have been submitted to the National Center for Biotechnology Information/Gene Expression Omnibus database under accession number GSE121883. The source data underlying Figs. 1a, b, d, e, 2b, d–f, 3a, b, 4a–d, 5b, 7a–c, 8b, c, 9c, f, g, and Supplementary Figs 2b–e, 3c, e, f, and 4b are provided as a Source Data file. All other data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Essential and non-overlapping IL-2Rα-dependent processes for thymic development and peripheral homeostasis of regulatory T cells
**Source:** Nat Commun. 2019 Mar 4;10:1037. doi: 10.1038/s41467-019-08960-1
**Supplement:** Supplementary file 1 — Supplementary Information

## **SUPPLEMENTARY INFORMATION**

Toomer et al., Essential and non-overlapping IL-2R $\alpha$ -dependent processes for thymic development and peripheral homeostasis of regulatory T cells

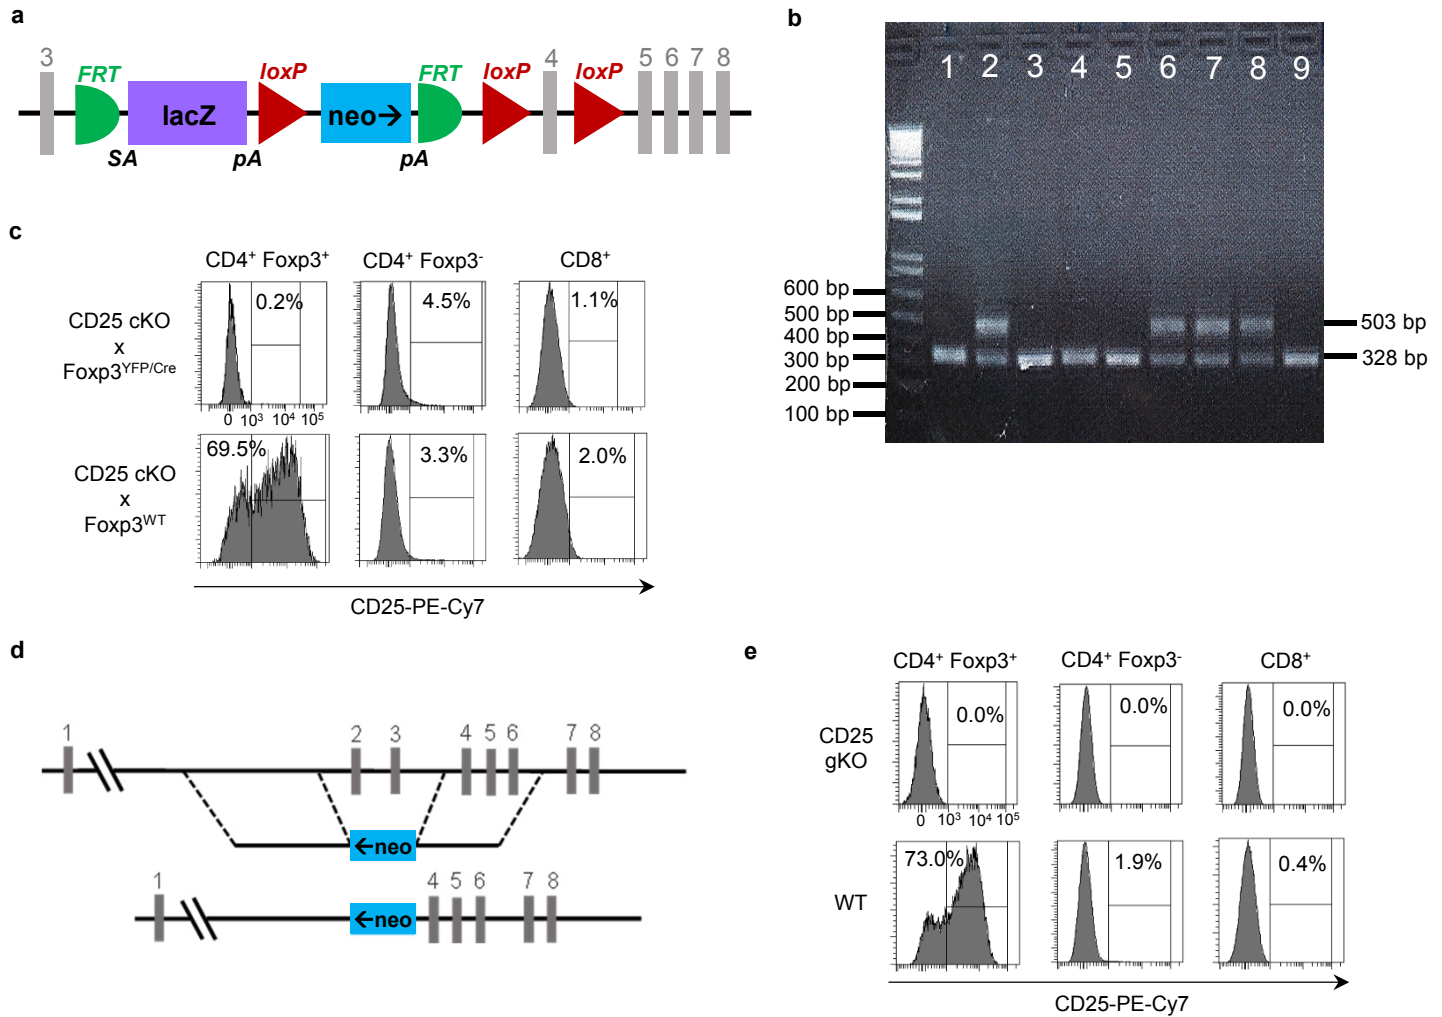

### Supplementary Figure 1. Structure and validation of the *Il2ra* conditional KO and germline KO alleles.

**a**, Diagram of the CD25<sup>fllox</sup>/Foxp3-YFP/Cre (CD25<sup>cKO</sup>) allele, with exons numbered. SA=splice acceptor site. pA=polyadenylation sequence. Adapted from <http://www.mousephenotype.org> (*Il2ra*<sup>tm1a(EUCOMM)Wtsi</sup>). **b**, Validation of CD25<sup>cKO</sup> allele by PCR. Male mice containing the CD25<sup>cKO</sup> allele were crossed to FLP recombinase-expressing females to eliminate reporter constructs. Progeny of this cross (F1) (Lanes 1-8) and one WT control (Lane 9) were genotyped using primers targeted to the region between exons 3 and 4 of *Il2ra* (see Methods). In mice lacking the CD25<sup>cKO</sup> allele, a single 328 bp fragment corresponding to the WT sequence of *Il2ra* is amplified (Lanes 1, 3, 4, 5, 9); in mice harboring the CD25<sup>cKO</sup> allele, a second 503 bp fragment corresponds to the additional length of the vector insert after FLP-FRT recombination (Lanes 2, 6, 7, 8). Samples were run on 1.5% agarose gel containing 0.5 µg/mL ethidium bromide and visualized under UV light. **c**, Targeted abrogation of CD25 protein expression in CD4<sup>+</sup> Foxp3<sup>+</sup> T cells from the CD25<sup>cKO</sup> model was confirmed by flow cytometry. Representative histograms, gated on the indicated T cell populations, show CD25 expression in CD25<sup>cKO</sup> homozygous littermates with and without Foxp3<sup>YFP/Cre</sup>. Mice were analyzed at 4 weeks of age. **d**, Structure of the CD25 germline KO (CD25<sup>gKO</sup>) allele, showing the use of a targeting vector (middle) to eliminate exons 2 and 3 of *Il2ra* as previously described<sup>1</sup>. **e**, Abrogation of CD25 expression across T lymphocyte subsets in the CD25<sup>gKO</sup> model was confirmed by flow cytometry. Representative histograms, gated on the indicated T cell populations, show CD25 expression in a CD25<sup>gKO</sup> homozygote and WT littermate control. Mice were analyzed at 8 weeks of age.

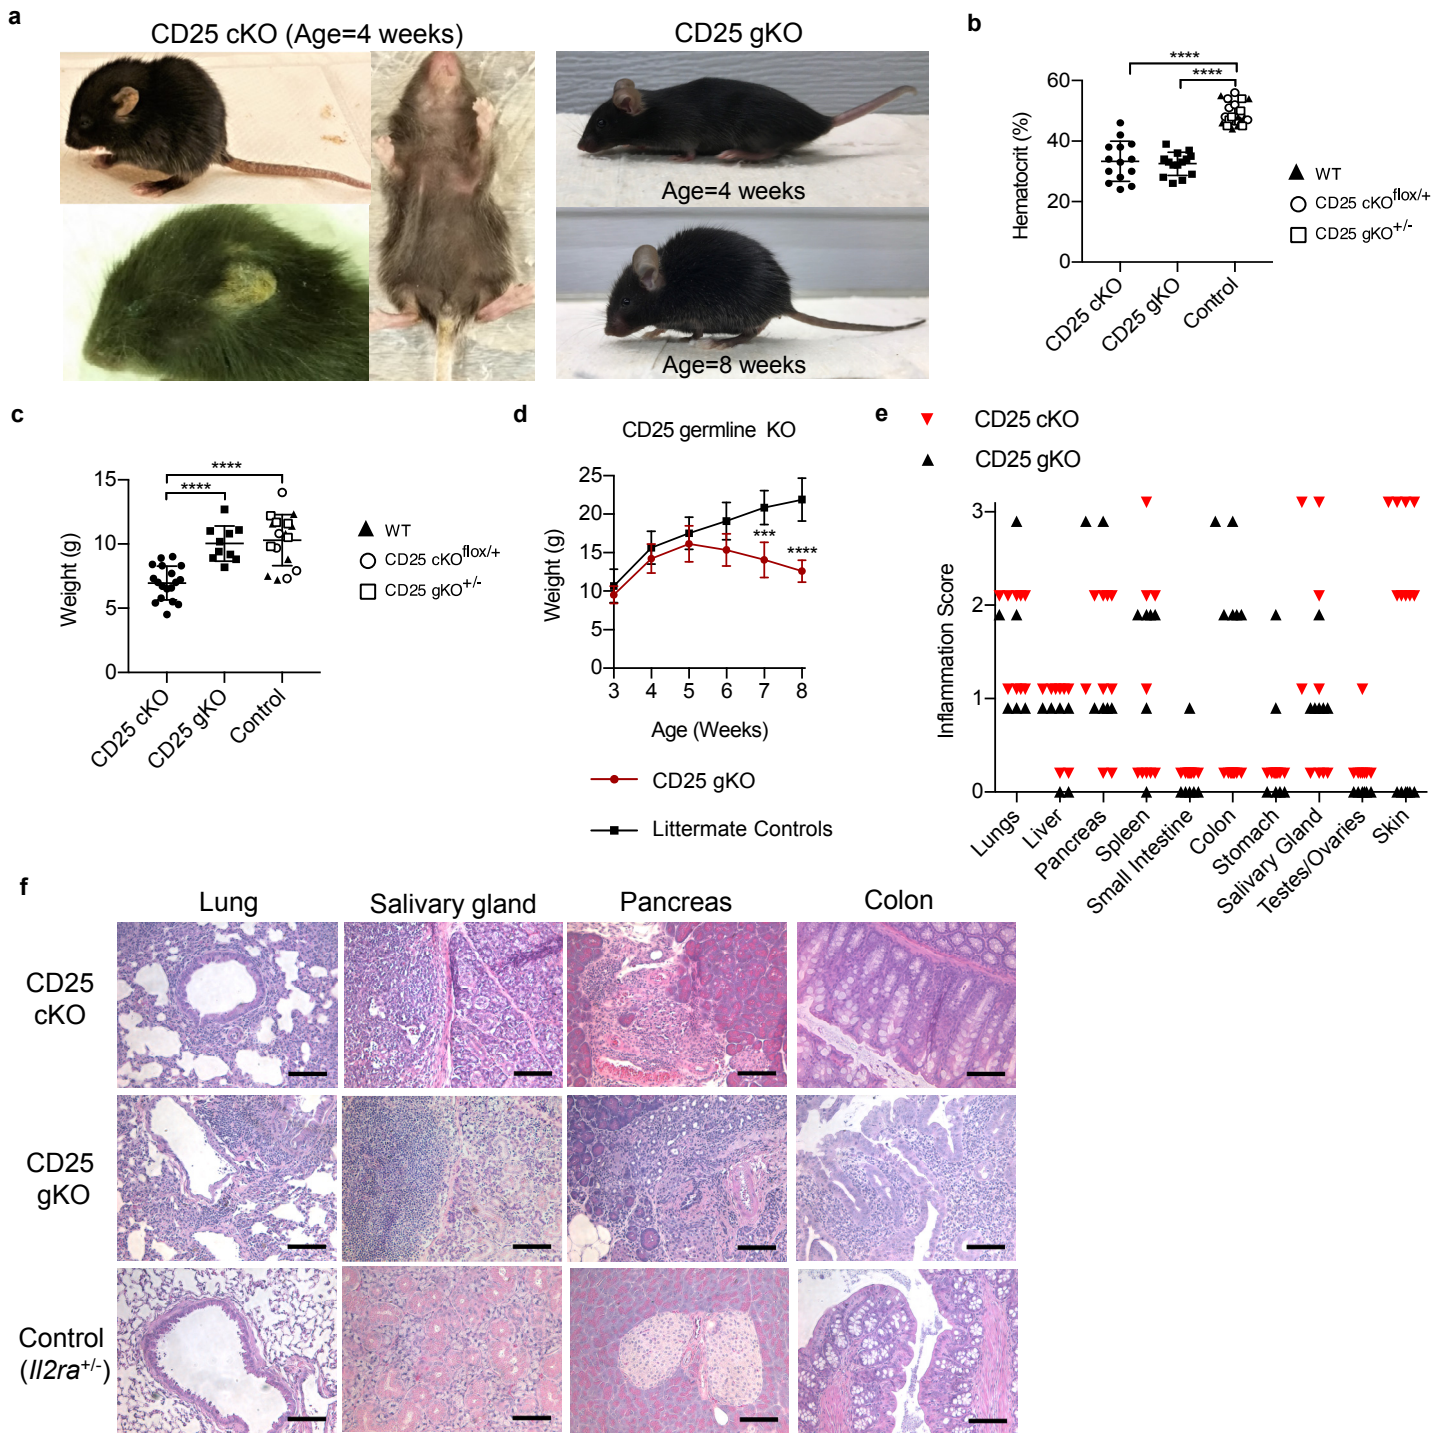

### Supplementary Figure 2. Clinical and histological data from CD25<sup>cKO</sup> and CD25<sup>gKO</sup> mice.

**a**, Representative images of CD25<sup>fllox/Foxp3-YFP/Cre</sup> (CD25<sup>cKO</sup>) and CD25<sup>gKO</sup> mice. **b**, CD25<sup>cKO</sup> and CD25<sup>gKO</sup> mice in the advanced stages of disease show significantly reduced hematocrit relative to WT and heterozygous littermate controls (CD25<sup>cKO</sup> age=3-4 weeks; CD25<sup>gKO</sup> age=7-8 weeks; n=6-14 mice per genotype). **c**, CD25<sup>cKO</sup> mice, but not CD25<sup>gKO</sup> mice, exhibit significant weight loss at 3-4 weeks of age when compared to WT and heterozygous littermate controls (n=5-18 mice per genotype). Each point represents an individual mouse (**b,c**; mean ± SD). **d**, Weight loss occurs gradually in the CD25<sup>gKO</sup> model and is pronounced by 7-8 weeks of age (n=7-8 mice per time point; error bars mean ± SD). **e**, Scoring of histological inflammation in H&E stained tissue sections (1=Mild, <10%; 2=Moderate, 10-40%; 3=Severe, >40%) from CD25<sup>cKO</sup> and CD25<sup>gKO</sup> mice with established disease (CD25<sup>cKO</sup> age=3-4 weeks; CD25<sup>gKO</sup> age=7-8 weeks; n=6-9 mice per tissue and genotype). **f**, Representative H&E stained sections of lung, submandibular salivary gland, pancreas, and colon from CD25<sup>cKO</sup> and CD25<sup>gKO</sup> mice with established disease (CD25<sup>cKO</sup> age=3-4 weeks; CD25<sup>gKO</sup> age=7-8 weeks). 7-8 week old mice heterozygous for the CD25<sup>gKO</sup> allele (*Il2ra*<sup>+/-</sup>) were used as controls. Magnification 200X; scale bar 100 µm. \*\*\*P<0.001, \*\*\*\*P<0.0001 (two-tailed Student's *t* test).

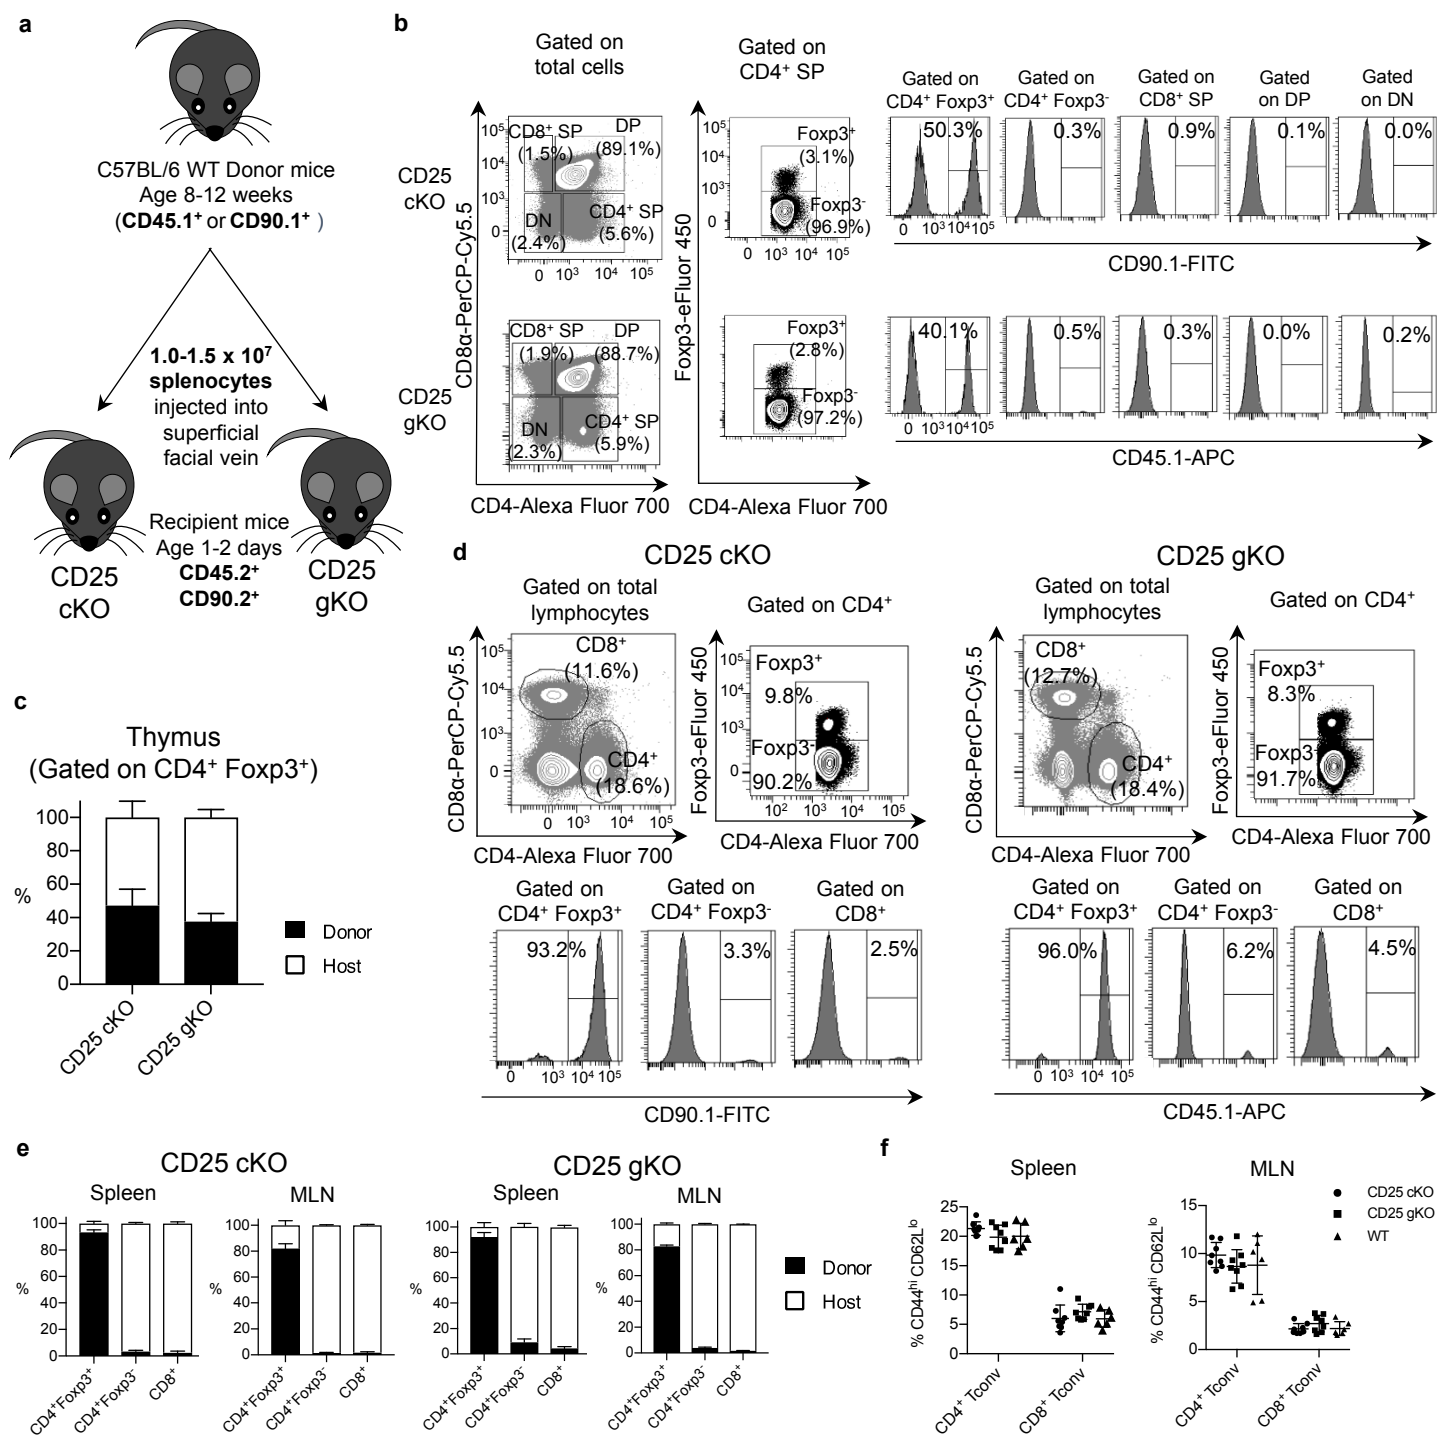

**Supplementary Figure 3. Generation and characterization of ‘cured’ mice.** **a**, CD25<sup>fllox</sup>/Foxp3-YFP/Cre (CD25<sup>cKO</sup>) and CD25<sup>gKO</sup> mice were ‘cured’ of autoimmune disease by intravenous injection of 1.0-1.5 x 10<sup>7</sup> unfractionated WT splenocytes into neonates at 1-2 days of age. Engraftment of donor CD4<sup>+</sup> Foxp3<sup>+</sup> Tregs prevented development of autoimmunity, as ‘cured’ animals exhibited normal life spans and were clinically indistinguishable from WT. Donor T lymphocytes were distinguished from those of recipients by their expression of different allelic variants of CD45 or CD90, as shown. **b**, Representative contour plots and histograms with gating strategy to distinguish donor and host populations within the thymus of ‘cured’ mice. SP=single positive; DP=double positive; DN=double negative. **c**, Percentages of donor- and host-derived CD4<sup>+</sup> Foxp3<sup>+</sup> T cells in the thymus of ‘cured’ adult mice (age=7-8 weeks; n=8 mice per genotype). **d**, Representative contour plots and histograms with gating strategy to distinguish donor and host T cells in spleen of ‘cured’ adults. **e**, Percentages of donor- and host-derived T lymphocytes in the spleen and mesenteric lymph nodes (MLN) of ‘cured’ adult CD25<sup>cKO</sup> and CD25<sup>gKO</sup> mice (age=7-8 weeks; n=8 mice per genotype). **f**, Percentages of host-derived T conventional (Tconv) lymphocytes expressing a highly activated CD44<sup>hi</sup> CD62L<sup>lo</sup> phenotype in ‘cured’ CD25<sup>cKO</sup> and CD25<sup>gKO</sup> adults and WT controls (age=7-8 weeks; n=6-8 mice per genotype) (**c,e,f**; mean ± SD). Data are representative of (**b,d**) or pooled from (**c,e,f**) three independent experiments.

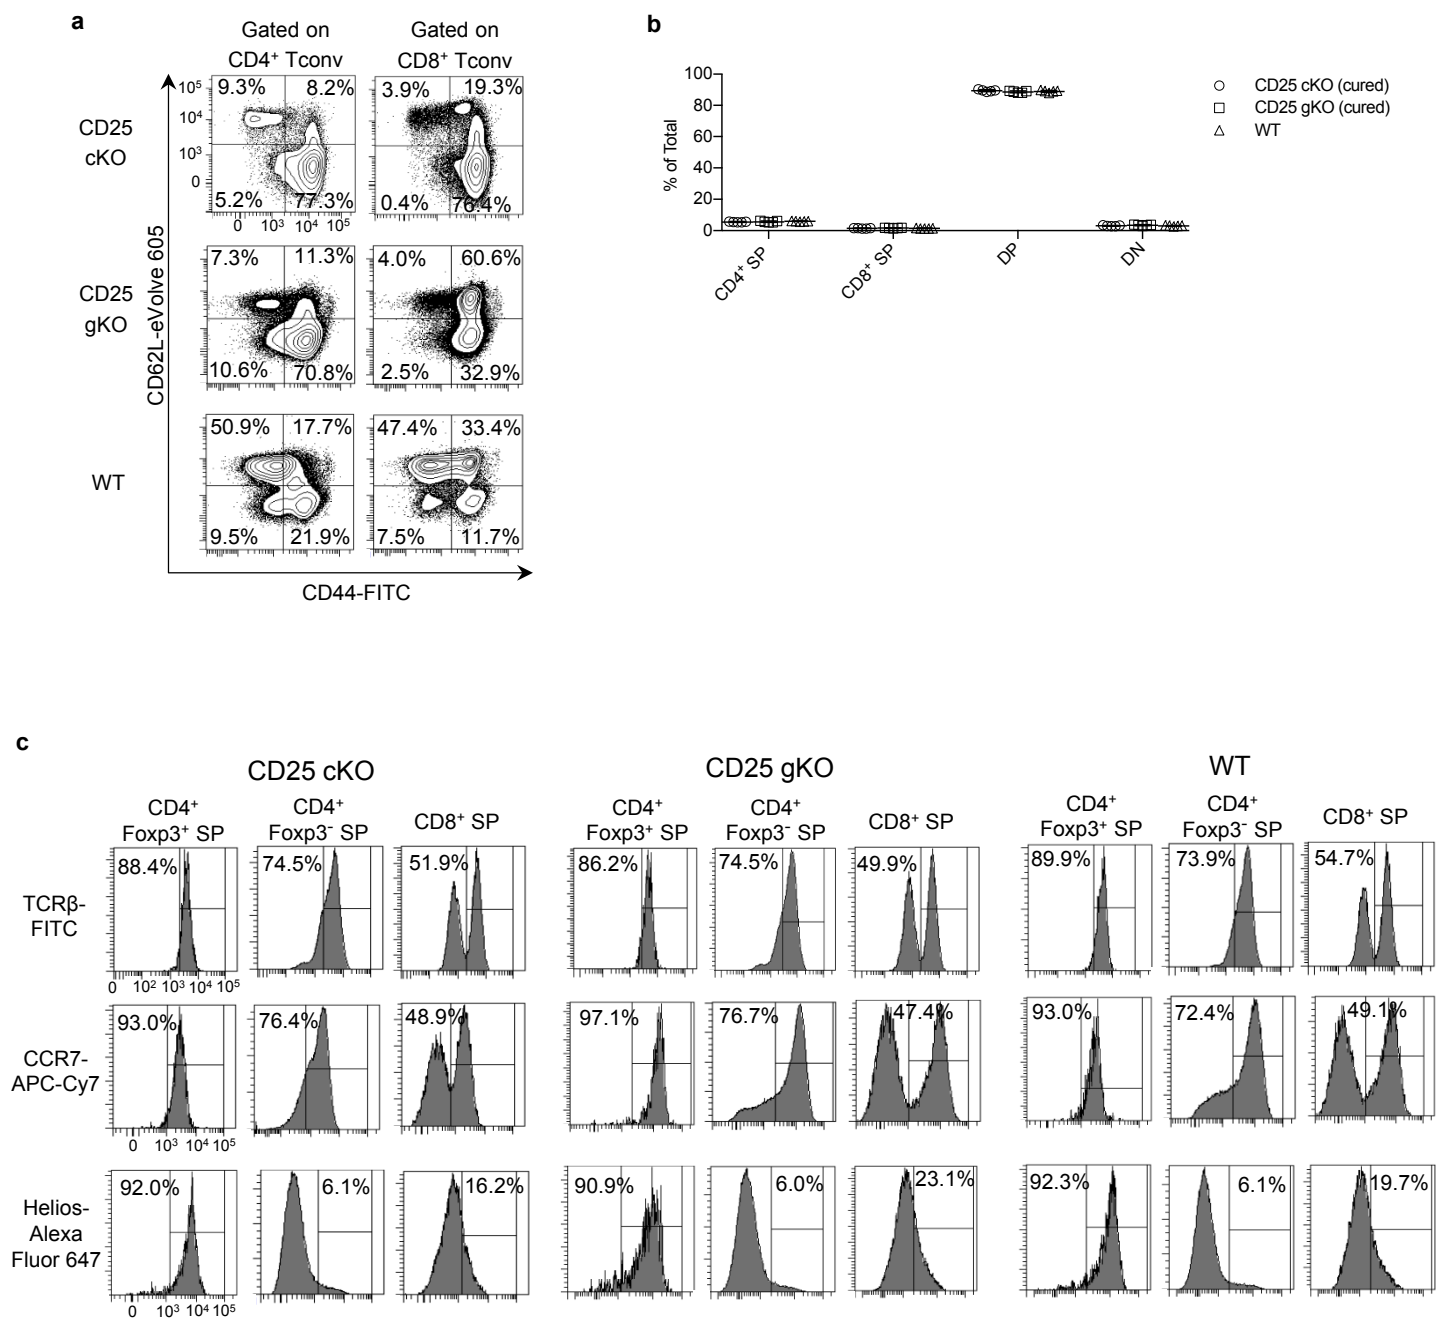

**Supplementary Figure 4. Flow cytometry data from splenic Tconv cells and thymocytes in CD25<sup>cKO</sup> and CD25<sup>gKO</sup> mice.** **a**, Representative contour plots showing CD44 and CD62L expression profiles and gating strategy among splenic CD4<sup>+</sup> and CD8<sup>+</sup> T conventional (Tconv) cells from CD25<sup>flox/flox</sup>/Foxp3-YFP/Cre (CD25<sup>cKO</sup>), CD25<sup>gKO</sup>, and WT mice at 4 weeks of age. **b**, Scatter plot showing proportions of thymocytes belonging to the CD4<sup>+</sup> and CD8<sup>+</sup> single positive (SP), double positive (DP) and double negative (DN) subsets in 'cured' CD25<sup>cKO</sup>, 'cured' CD25<sup>gKO</sup>, and WT mice evaluated at 12-14 days of age (mean  $\pm$  SD; n=5 mice per genotype). **c**, Representative histograms showing expression patterns and gating strategies for TCR $\beta$ , CCR7, and Helios in the indicated thymocyte subpopulations from 'cured' CD25<sup>cKO</sup>, 'cured' CD25<sup>gKO</sup>, and WT mice evaluated at 12-14 days of age. Data are representative of (a,c) or pooled from (b) three independent experiments.

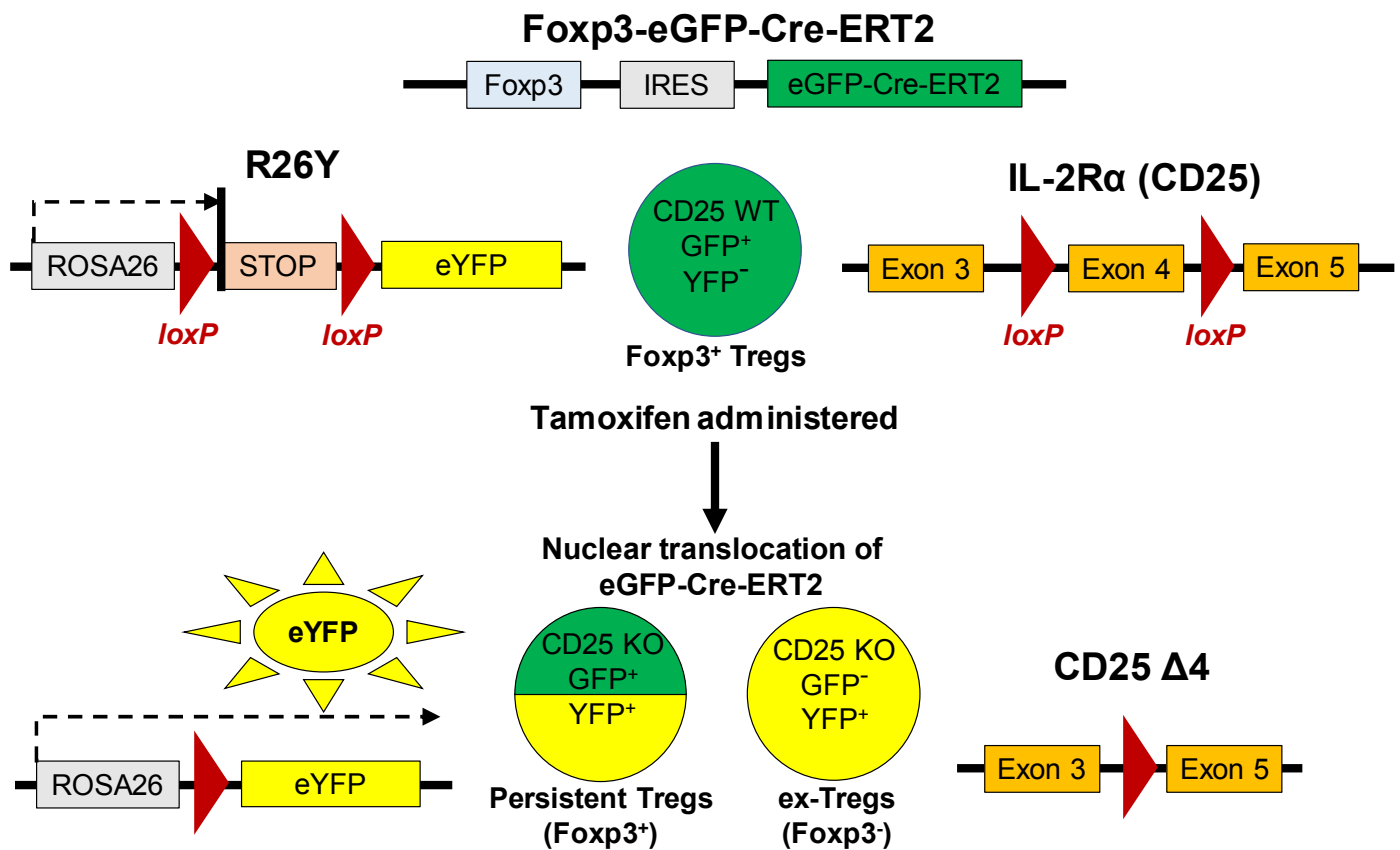

**Supplementary Figure 5. Schematic of Treg fate mapping in the CD25<sup>flox</sup>/Foxp3<sup>eGFP-Cre-ERT2</sup>/R26<sup>Y</sup> mouse model.**  
 The CD25<sup>flox</sup>/Foxp3<sup>eGFP-Cre-ERT2</sup>/R26<sup>TD</sup> model uses the same system, with a tdTomato reporter replacing eYFP.

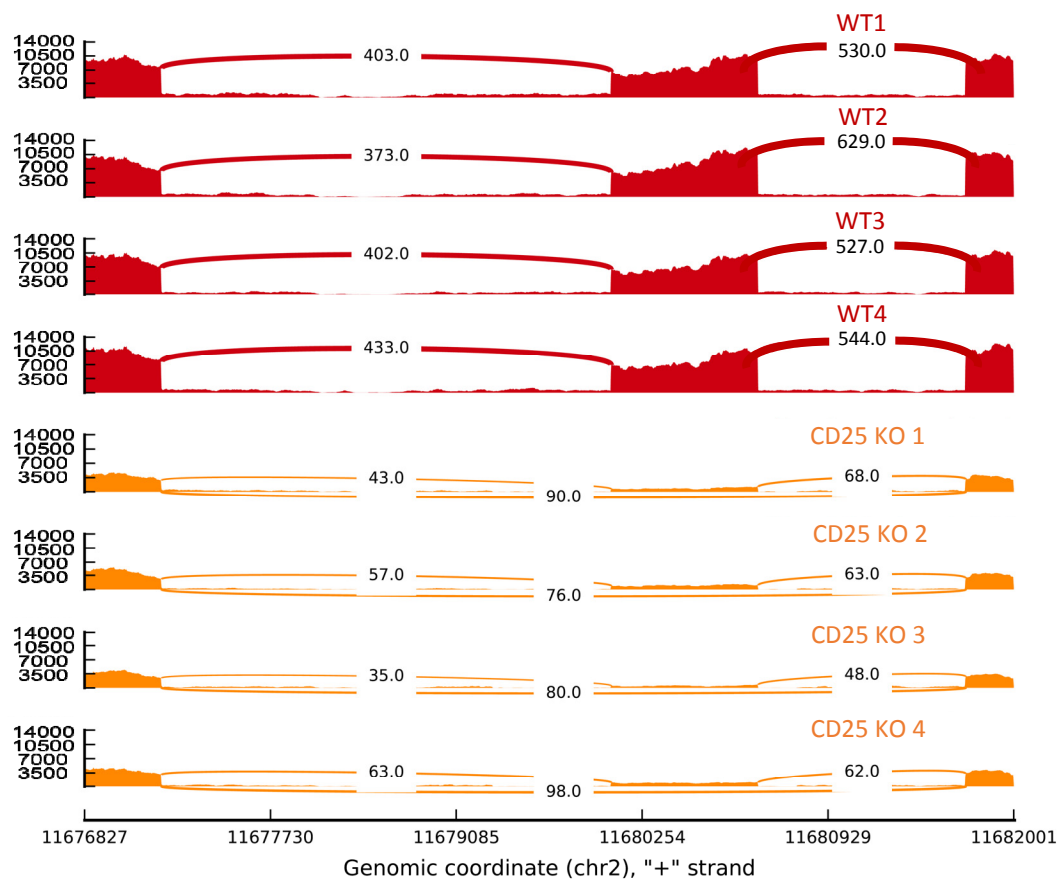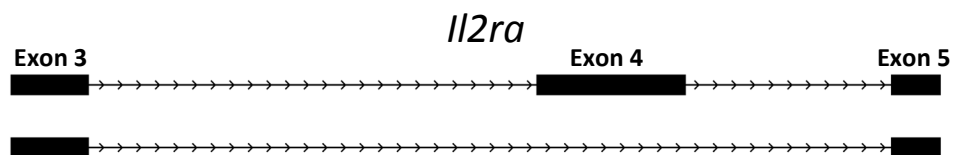

**Supplementary Figure 6. Analysis of alternative splicing events in exon 4 of the *Il2ra* gene.** RNA-seq data from YFP<sup>+</sup> splenic Tregs in tamoxifen-induced CD25<sup>fllox</sup>/Foxp3eGFP-Cre-ERT2/R26Y mice and WT reporter controls were analyzed using the rMATS program (<http://rnaseq-mats.sourceforge.net/>). Results from individual mice are expressed as Sashimi plots. Read densities are shown on the Y-axis, while junction-spanning read counts are shown on connecting arcs.

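rMATS counts the reads that join exons and compares, between groups, the share of transcripts that include a given exon with the share that skip it. A Sashimi plot draws the read depth along the gene as filled areas and the reads that span each splice junction as arcs labelled with their number. In tamoxifen-induced mice the Cre removes exon 4 of *Il2ra*, so a transcript of the deleted allele joins the exons on either side of it. The gene counts used here add up reads over all exons of *Il2ra* and hold no counts per exon or junction, so inclusion of exon 4 was not analysed here.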

WT>CD25 KO

CD25 KO>WT

**Supplementary Figure 7. Differentially regulated genes within the Th1 and Th2 Activation Pathway identified by Ingenuity Pathway Analysis.** Genes differentially regulated between WT and CD25 KO Tregs in both thymus and spleen are shown on gray background; genes differentially regulated in thymus or spleen exclusively are shown on white background. Genes downregulated in CD25 KO Tregs are shown in regular font, while those upregulated in CD25 KO Tregs are bolded.

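The figure lists members of a pathway defined by IPA whose expression differed between WT and CD25 KO Tregs in the thymus, the spleen or both. Among the listed genes that were DE, the largest decrease in the thymus was that of *Il1rl1*, from 8.31 ± 3.88 to 0.317 ± 0.325 CPM (SD, n = 5 each; log2 fold change -4.62, adjusted p = 0.000355 from edgeR's quasi-likelihood test). The largest increase was that of *Acvr2a*, from 20.4 ± 3.15 to 34.7 ± 4.49 CPM (0.76, adjusted p = 0.00209). In the spleen, the largest decrease was that of *Acvr1c*, from 2.50 ± 0.436 to 0.285 ± 0.0401 CPM (SD, n = 4 each; log2 fold change -3.11, adjusted p = 7.13e-07), and the largest increase that of *Il10*.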

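Of the listed genes, *Notch2*, *Tgfb1*, *Jun*, *Stat3*, *Acvr1* (adjusted p = 0.0138), *Ccr8* (adjusted p = 0.0100), *Cd4* (adjusted p = 0.0175), *Ifngr1* (adjusted p = 0.0226) and *Jak2* (adjusted p = 0.0154) had the listed direction in the thymus but did not pass FDR < 0.01 in edgeR's quasi-likelihood test. *Ccr3* had 2 to 21 counts per WT and 0 in every CD25 KO thymic sample, at least 4.1-fold lower, and was left out by the filter on low counts. In the spleen, the genes with the listed direction that did not pass FDR < 0.01 were *Acvr1* (adjusted p = 0.0105), *Jag2* (adjusted p = 0.0114), *Nfatc3* (adjusted p = 0.0128), *Tnfrsf4* (adjusted p = 0.0137), *Il10rb* (adjusted p = 0.0147), *Il2rb* (adjusted p = 0.0223), *Tgfb1* (adjusted p = 0.0506) and *Cd28*.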

**Supplementary Table 1. Fluorochrome-labeled mAbs, biotin-labeled mAbs, and fluorochrome-streptavidin conjugates used in this study, with sources and staining concentrations.** Laboratory made anti-CD4 (GK1.5) and anti-TCRβ (H57-597) were conjugated using fluorescein NHS Ester (Molecular Probes); laboratory made anti-CD4 (RM4-5) was conjugated using Alexa Fluor 700 NHS Ester (Molecular Probes); laboratory made anti-CD44 (PGP-1) was conjugated using fluorescein NHS Ester and Alexa Fluor 647 NHS Ester (Molecular Probes). Conjugation was performed according to the manufacturer's instructions.

## **SUPPLEMENTARY REFERENCES**

1. Willerford DM, Chen J, Ferry JA, Davidson L, Ma A, Alt FW. Interleukin-2 receptor  $\alpha$  chain regulates the size and content of the peripheral lymphoid compartment. *Immunity* **3**, 521-530 (1995).

How the deposited data were processed for this re-analysis (not part of the article)

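The data are gene counts from RNA-seq of FACS-purified Foxp3+ Tregs from 18 mice. The thymic samples are 5 “cured” CD25 cKO mice and 5 Foxp3/RFP reporter mice, and the splenic samples are 4 tamoxifen-induced CD25 flox/Foxp3eGFP-Cre-ERT2/R26Y mice and 4 reporter controls. The authors aligned paired-end reads to GRCm38 with STAR, counted reads per gene of GENCODE M13 with featureCounts, and deposited the counts in a table without normalization. No column of that table was left out. Genes are listed in it by Ensembl identifiers with a version. Symbols, coordinates, GC content and exonic length were taken from GENCODE M21, a later annotation of the same genome build, in which 50376 of the 50600 identifiers have a symbol. Sample identities were taken from the sample labels and from the paper, and were fixed before the counts were examined. The level of *Il2ra* was then checked in each sample against its genotype.

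Analyses were run in R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. Within each tissue, genes were kept by edgeR's filterByExpr with its default settings, libraries were scaled by TMM, and CD25 KO was compared with WT by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Genes with FDR < 0.01, the threshold of the paper, are called DE. The paper's methods name DESeq2 for this step, and DESeq2 was run as an alternative. The spread was estimated in each tissue on its own, because the tissues came from different mouse models. The difference of the CD25 KO effect between the tissues was tested in 1 edgeR quasi-likelihood fit of all 18 samples with 4 groups. Standard errors of log2 fold changes were obtained from the fold change and the square root of the F statistic of the test. Overlaps of DE genes were compared with the number that independent calls would give among the genes tested in both tissues.

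Scores of gene lists are means of log2 CPM with a prior count of 2, compared by two-sided exact permutation tests within a tissue, and by the percentile of the list's mean log2 fold change among 10000 random lists drawn from 20 bins of mean expression. Benjamini-Hochberg adjustment covered the 33 tests of 17 lists. IPA and its enrichment maps were not used here, since IPA's pathway lists are not among the data, and the lists stand in for the processes the paper names. Shares of DE genes have Wilson 95% intervals that treat genes as independent.

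Genes to be named were fixed by a rule before the data were examined. The rule covers every gene of Fig. 6d, of Table 1 and of the paper's sentences on RNA-seq. Of Fig. 8a and Supplementary Fig. 7, it covers the genes with the largest changes and those whose direction or call differs. Of each list, it covers up to 3 DE genes with the largest fold changes in each direction. In each tissue, it covers the 5 DE genes with the largest increase and the 5 with the largest decrease, and likewise for the difference between tissues, among genes with an average log2 CPM of at least 1; in each tissue these genes also had no overlap between WT and CD25 KO mice. Some genes under this rule are not reported here. Genes outside it are marked in the text as chosen after their values were seen.

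Total counts per sample were 17239774 to 23993674 in the thymus and 25258341 to 32639570 in the spleen. The smallest level regarded as detectable, 3 counts, was at most 0.174 CPM in thymic and 0.119 CPM in splenic samples. Where every library of a group had 3 or fewer counts, the fold difference is given as a lower bound against that floor. Reads carry no molecular identifiers, so intervals and floors cover counting error only. The long noncoding RNA *Gm26917* took a mean of 10.5% of the counts in thymic WT, 7.59% in thymic CD25 KO, 13.4% in splenic WT and 9.80% in splenic CD25 KO samples.

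The procedure was tested on simulated counts with the library sizes of the real samples and the means and spread of the WT samples of each tissue. In these counts, 200 genes were changed by known folds. Real thymic CD25 KO mice varied more than WT mice (lowest Pearson's *r* between mice 0.972, against 0.983). The rates below may therefore be too favorable for the thymus. In simulated thymic data edgeR called 95.5% of the changed genes and 5 others among 16874 genes tested, and in simulated splenic data 98.5% and 8 others among 17411. DESeq2 called 96% of the changed genes and 12 others in the simulated thymic data, and 98.5% and 6 others in the simulated splenic data. The test of the difference between tissues called 88% and 2 others among 18524. With the same GC trend added to every simulated thymic CD25 KO library, edgeR made 336 false calls without and 7 with the correction for GC content, among 16812 genes. Trends that vary between libraries of a group were not simulated. For splenic counts, the numbers were 2028 and 8 among 17407.

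The alternatives set before the data were examined were RLE and upper-quartile normalization, DESeq2, no filter on low counts, at least 10 counts in every sample, all 18 samples in 1 fit for each comparison, FDR < 0.05, a minimum fold difference of 1.5, the number of the thymic mouse as a block, leaving out each mouse in turn, and, for scores, a prior count of 0.5 and the median over the list. The numbers of the thymic mice come from the sample labels, and neither the labels nor the paper say that they pair mice. A correction for GC content, alone and with the block, a covariate for *Xist*, a fit without the 10 genes with the most counts and DESeq2 with a normal prior on fold changes were added after the data had been seen. The correction removed, in each library, the median deviation from the mean of all libraries within 20 bins of GC content. Exon inclusion in *Il2ra* was not analysed, because the counts are per gene.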

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

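The tests of a strain segment around *Thy1*, of pseudogenes, of mislabelled samples, of mixing between libraries and of the sequencing run were chosen after the results they address were seen, and the other tests were set out before.

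In groups of 4 or 5 mice (a gene or a score in 1 tissue and genotype), some mice had a gap to the nearest other mouse that was large for the range of the group. Of 418 groups, 35 had such a mouse, against 20.9 that chance gives at 1 in 20. Many of these groups share mice. In splenic WT mouse B16, *Entpd1* (56.3 CPM), *Gas2* (7.00 CPM), *Il10* (4.74 CPM) and *Jag2* (4.33 CPM) were above the other three WT mice, and *Acvr1c* (1.84 CPM) and *Hmmr* (1.65 CPM) were below them. In WT mouse B17, *Fgl2* (40.1 CPM) was above and *Il2ra* (473 CPM) and *Mthfd1* (48.4 CPM) below the others. In WT mouse B19, *Ifih1* (70.4 CPM) and *Ptpn11* (131 CPM) were below the others. In splenic CD25 KO mouse C125, *Ebi3* (16.6 CPM) and *Lta* (16.6 CPM) were above the other three CD25 KO mice, and *Ctla4* (51.1 CPM) and *Hmmr* (4.29 CPM) were below them. In CD25 KO mouse C126, *Il2rb* (684 CPM), *Gucy2g* (9.41 CPM) and *Ces2c* (26.1 CPM) were above the others. In CD25 KO mouse C127, *Gm47283* (4.11 CPM) was above and *Gas2* (7.00 CPM), *Tcf7* (767 CPM) and *Ifi208* (101 CPM) below the others. In the thymus, *Il1rl1* was above the other WT mice in WT mouse 4 (15.1 CPM), and *Acvr1* (2.05 CPM) was above them in WT mouse 5. *Acvr2a* (42.5 CPM) was above and *Il4ra* (178 CPM) below the other CD25 KO mice in CD25 KO mouse 5. *Klrg1* was at 0.0480 CPM in CD25 KO mouse 2, which is 1 count, and had no counts in the other CD25 KO mice. No biological explanation was tested for these single mice, since the design gives no difference between mice of a group. A swapped label was tested by *Il2ra*: its highest CD25 KO level was 54.2% of the lowest WT level in the thymus and 42.6% in the spleen, so no library labelled CD25 KO reached the WT range. Chance remains an explanation for most of these mice.

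The score of Y chromosome genes was lowest (mean log2 CPM -2.32) and the score of X inactivation, which is *Xist*, highest (11.24) in CD25 KO mouse 4 among the thymic CD25 KO mice. A difference in sex between mice explains these values: *Xist* was above 100 CPM in 1 of 5 thymic CD25 KO mice and in 2 of 5 WT mice, and in 4 of 4 CD25 KO and 4 of 4 WT mice in the spleen, so sex was not split between WT and CD25 KO in either tissue.

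The interferon response score was highest in thymic CD25 KO mouse 5 (mean log2 CPM 6.31, against 5.70 to 5.79 in the other CD25 KO mice) and in WT mouse 5 (5.98, against 5.78 to 5.82), and the score of mitochondrially encoded genes was lowest in WT mouse 2 (7.40, against 7.71 to 7.79). Among the thymic libraries, WT mouse 2 had the most positive correlation of its counts with GC content, relative to the mean of the other WT libraries (Spearman's rho = 0.458), and CD25 KO mouse 5 the most negative (-0.461). Deviations tied to GC content may therefore add to the low mitochondrial score of WT mouse 2: across genes, the thymic log2 fold changes had a correlation of -0.400 with GC content. The interferon scores did not follow these correlations: WT mouse 5 had a rho of 0.0743, and CD25 KO mouse 2 had a rho of -0.415 with an interferon score of 5.73. Without CD25 KO mouse 5, the difference of the interferon score between CD25 KO and WT was -0.087, against 0.024 with it. No biological explanation was tested for these mice.

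Of 139 named genes, 66 had a CD25 KO effect in the spleen that differed from that in the thymus at FDR < 0.01 (interaction in edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted over 18686 genes), 52 of them with the more positive and 14 with the more negative effect in the spleen. Some of the 139 were named for their calls in these data, so the 66 is no rate for a fixed list. The log2 difference, spleen minus thymus, was above 2 for *Il1rl1* (5.35), *Gzmb* (4.70), *Tigit* (3.86), *S100a4* (3.61), *Il10* (3.46), *Fgl2* (3.32), *Ighd* (2.41), *Lgals3* (2.28), *Lag3* (2.23), *Socs2* (2.22) and *Prdm1* (2.06). It was between 1 and 2 for *Il10ra* (1.92), *Il9r* (1.84), *Acvr1* (1.58), *Casp1* (1.43), *Casp4* (1.41), *Aldoc* (1.37), *Ccr8* (1.32), *Ighm* (1.27), *Psat1* (1.23), *Irf4* (1.22), *Icos* (1.15), *Entpd1* (1.13), *Tpi1* (1.11) and *Ifngr1* (1.03). Smaller positive differences included those of *Oas3* (0.96), *Tnfrsf4* (0.83), *Malt1* (0.74), *Ptpn11* (0.70), *Cd3e* (0.69), *Gapdh* (0.64), *Bak1* (0.63), *Aldoa* (0.63), *Il2rb* (0.62), *Ctla4* (0.62), *Bid* (0.58), *Cd4* (0.58), *Nfatc1* (0.52), *Socs1* (0.48), *Nfatc2* (0.47), *Atp5a1* (0.38) and *Stat3* (0.35). Negative differences were those of *Acvr1c* (-2.44), *Bcl2* (-1.0), *Ccr7* (-0.58), *Ppp3ca* (-0.51), *Lta* (-0.48) and *Ifit2* (-0.47). Genes with 3 or fewer counts in every library of a thymic group give no log2 value: the difference was positive for *Klrg1* (adjusted p = 4.90e-07) and *Ccr3* (4.47e-05) and negative for *mt-Nd3* (0.000110).

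The same test called genes that the paper does not discuss and that were named for their large changes. The log2 difference was positive for *Mid1-ps1* (7.30) and *Gm11942* (6.78) and negative for *5830416I19Rik* (-7.90), *Gm47283* (-5.20), *Gm30373* (-3.45), *Ifi208* (-3.13), *Gm18752* (-2.97) and *Ntn4* (-1.36). With a thymic group at 3 or fewer counts, it was positive for *Gm26825* (adjusted p = 8.92e-08), *Dsg2* (0.000242), *Ces2c* (0.00193) and *Gm9008* (0.00247) and negative for *Hist1h4m* (6.13e-09).

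Over all genes, the effect differed between the tissues for 1305 genes. Of 100 splits, drawn from 1120 regroupings within each tissue that part thymic mice of the same number, 1 gave as many, the real one. Regroupings that keep some same-numbered thymic mice together were not run. The largest other gave 228. Depth differs between the tissues, and after every library was thinned to the smallest total the count was 1111, with 1010 DE genes in the thymus and 1475 in the spleen. With the correction for GC content it was 1434. The sequencing run could not be set apart, since 0 runs held libraries of both tissues. Mouse model, deletion by tamoxifen or from the start of *Foxp3* expression, donor cells, age and the mix of sexes changed with the tissue as well. A difference between thymic and splenic Tregs in the need for CD25 is a candidate explanation, which cannot be told apart from these.

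In the thymus, the genes with the largest differences that the paper does not discuss include 5 that were higher in CD25 KO Tregs, *Ifi208* (mean 168 CPM), *Hist1h4m* (27.1 CPM), *Gm30373* (7.25 CPM), *Gm18752* (5.24 CPM) and *5830416I19Rik* (4.14 CPM), and 5 that were higher in WT Tregs, *Gm26825* (102 CPM), *Gm11942* (62.1 CPM), *Gm9008* (5.08 CPM), *Gm15459* (5.05 CPM) and *Mid1-ps1* (3.94 CPM). Several were near absent from the other genotype: *Gm26825* was at least 667-fold lower, *Gm9008* at least 33.0-fold lower and *Hist1h4m* at least 197-fold higher in CD25 KO Tregs. Among the 14 thymic DE genes on the autosomes, X and Y with at least a 16-fold difference, which leaves out the mitochondrially encoded *mt-Nd3*, 12 were lower in CD25 KO Tregs, and 2 pairs were neighbors on a chromosome, *Gm26825* with *Gm15459* and *Hspa1a* with *Hspa1b*, against a mean of 0.0086 pairs in 10000 random draws (permutation p = 0.000200, one-sided). The pair of *Hspa1a* and *Hspa1b* was named after its values were seen, and its genes are paralogs. On chromosome 5, *Gm26825* starts at 5781530 and *Gm15459* at 5781615, so both may count 1 locus. The random draws treat genes as independent, so their small p does not single out strain variants. Pseudogenes made up 35.7% of the 14 genes (5 genes), against 5.81% of the other tested genes (one-sided Fisher's exact p = 0.000858). Of the 53 DE genes on these chromosomes with at least a 4-fold difference, 5 lay within 2 Mb of *Thy1*, against 0.245 expected from circular shifts along the genome (permutation p = 0.00170). They were *E230034D01Rik*, *Gm10688*, *Gm30373*, *Gm47345* and *Scn2b*, all but *Gm30373* named after their values were seen. Within 20 Mb of *Il2ra* or *Foxp3* there were 2 (*Ccdc22* and *Gm36995*, also named after their values were seen) against 1.12 expected (permutation p = 0.248). Strain differences between the WT and CD25 KO mice, among them a segment around *Thy1*, and reads shared between paralogs or pseudogenes are candidate explanations for these genes, and neither was told apart from an effect of CD25.

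In the spleen, the corresponding genes were *Sostdc1* (mean 26.7 CPM), *Dlg2* (5.26 CPM), *Gucy2g* (4.34 CPM) and *Dsg2* (3.49 CPM), higher in CD25 KO Tregs, and *Gm47283* (16.0 CPM), *Gm15446* (13.2 CPM), *Stra6* (6.27 CPM) and *Ntn4* (4.05 CPM), higher in WT Tregs. Of the 46 DE genes with at least a 4-fold difference, 0 lay within 20 Mb of *Il2ra*, *Foxp3* or the *Rosa26* locus, against 1.67 expected from circular shifts (permutation p = 1), so segments around these loci are not their source. A strain variant elsewhere and reads shared between paralogs were not tested in the spleen, where 3 genes had at least a 16-fold difference, and so these genes cannot be told apart from such variants.

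Of the scores that the paper does not report for the thymus, 4 separated WT from CD25 KO mice without overlap, each at the smallest exact permutation p of 5 against 5 mice (p = 0.00794; adjusted over 33 tests, p = 0.0374). The recirculating Treg score differed by -1.46, that of B cells by -0.65, that of oxidative phosphorylation by -0.19 and that of mitochondrially encoded genes by 0.78, and each difference had its direction in 5 of 5 CD25 KO mice against every WT mouse. After the correction for GC content, chosen after seeing the data, they were -1.50, -0.59, -0.16 and 0.38. The rise of mitochondrially encoded genes depends on *mt-Nd3*, which was at least 17.2-fold higher in CD25 KO Tregs with 0 counts in every WT library: with at least 10 counts in every library required, it was 0.25 (exact permutation p = 0.119). That of B cells, over 6 genes, was -0.19 with the median over the list (exact permutation p = 0.325). In the spleen, 2 of these scores went the other way: that of recirculating Tregs differed by 1.11 and that of B cells by 0.44, each at the smallest exact permutation p of 4 against 4 mice (p = 0.0286; adjusted over 33 tests, p = 0.0673). That of B cells was 0.29 with the median over the list (exact permutation p = 0.143). The difference between the tissues was not tested for scores. Fewer recirculating Tregs among the sorted thymic Tregs would lower the recirculating Treg score in the thymus and raise that of newly generated Tregs, and the latter was not shown to differ (0.058, exact permutation p = 0.651). With an SD of 0.206 in WT and 0.213 in CD25 KO mice, a small rise in the latter would not show, so this explanation is not excluded. No separate test was made of RNA from B cells as the source of the B cell score in either tissue, so a biological explanation of that score cannot be told apart from it.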

How the results depend on the processing

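The correction for GC content, the covariate for *Xist*, the fit without the 10 genes with the most counts and DESeq2 with a normal prior on fold changes were chosen after seeing the data, and all other alternatives were set before the data were examined. For every change below the cause was not tested, except where a value is given for it.

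With RLE normalization, the 7 counts and shares of DE genes in each tissue and in both tissues stayed near their values, with 1024 thymic and 1653 splenic DE genes, of which 1011 and 1646 were called with TMM. With upper-quartile normalization, 28 genes were higher in both tissues in place of 16. The share of DE genes higher in CD25 KO Tregs was then 64.7% in the thymus (808 higher and 440 lower, against 539 and 508 with TMM) and 54.5% in the spleen. The median log2 fold change of all genes shifted by 0.036 in the thymus and -0.031 in the spleen under this normalization. With DESeq2, there were 2763 thymic DE genes, which include 1044 of the 1047, 178 genes lower in both tissues, 73 higher in both, 246 with opposite directions, a thymic share of 54.9% and 2188 genes whose effect differed between the tissues. Without a filter on low counts, 46 genes were higher in both tissues and 166 had opposite directions. With at least 10 counts in every sample, the thymic share was 57.8%. With all 18 samples in 1 fit, which shares an estimate of the spread between the tissues, there were 2881 thymic and 795 splenic DE genes, with shares of 45.0% and 53.3%. At FDR < 0.05, there were 3951 thymic and 3001 splenic DE genes, 285 lower in both, 154 higher in both, 388 with opposite directions, a splenic share of 59.1% and 3149 genes whose effect differed between the tissues. With a minimum fold difference of 1.5, there were 505 thymic and 773 splenic DE genes, 26 lower in both, 5 higher in both, 49 with opposite directions and a splenic share of 72.3%. After the correction for GC content, the thymic share was 47.1%. With *Xist* as a covariate, 636 thymic genes were DE. Without the 10 genes with the most counts, 1076 thymic and 1654 splenic genes were DE. In each of these settings with a share for both tissues, except upper-quartile normalization, the share of DE genes higher in CD25 KO Tregs was larger in the spleen than in the thymus, and the thymic share was under 50% with all 18 samples in 1 fit and after the correction for GC content.

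Leaving out each mouse in turn gave 371 to 1087 thymic DE genes over 10 fits and 1099 to 1723 splenic DE genes over 8 fits. Over these 18 fits, 39 to 86 genes were lower in both tissues, 6 to 26 were higher in both, 48 to 108 had opposite directions, and 817 to 1489 differed between the tissues. The share higher in CD25 KO Tregs ranged from 38.2% to 60.1% in the thymus and from 61.1% to 65.6% in the spleen. Of the 50 named thymic genes that were DE, 31 were DE in all 10 fits, and of the 90 named splenic genes that were DE, 74 were DE in all 8 fits, without a change of sign in any of them.

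Thymic mice carry the numbers 1 to 5 in both genotypes, but they are different animals. Deviations from the group mean of same-numbered mice had a mean correlation of -0.036 (-0.239 to 0.144), against 0.0094 for other pairs of a WT and a CD25 KO mouse. With the number as a replicate block, 209 thymic genes were DE, 204 of them among the 1047, with 35 genes lower in both tissues, 3 higher in both, 36 with opposite directions, a thymic share of 24.4% and 1335 genes whose effect differed between the tissues. With the replicate block and the correction for GC content together, these were 241, 34, 5, 41 and 31.1%, without a test of the difference between tissues. For scores the block shows nothing, since the mean of 5 paired differences equals the difference of the group means and an exact sign-flip test of 5 pairs cannot give a p under 0.0625. The splenic mice share no numbers.

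Of the scores, glycolysis, JAK/STAT and folate and serine metabolism in the thymus, and cholesterol biosynthesis, cell cycle and T cell signaling in the spleen, kept their direction and an exact permutation p under 0.05 with both other normalizations, a prior count of 0.5, the median over the list, the stricter filter and the correction for GC content, and in every fit that left out a mouse. The JAK/STAT score in the spleen did not: its difference was -0.020 with the median over the list (exact permutation p = 0.714), -0.043 after the correction for GC content (p = 0.0857), and -0.067 to -0.043 with each mouse left out (p from 0.0286 to 0.0571). The folate and serine metabolism score in the spleen was reversed with the median over the list, at 0.062 (exact permutation p = 0.429). The T cell signaling score in the thymus ranged from -0.135 to -0.065 with each mouse left out, with p from 0.00794 to 0.278.

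The other reversals were of differences that had an exact permutation p or an adjusted p above 0.05 to begin with. With the median over the list, the immediate early score was 0.045 in the thymus and -0.046 in the spleen, the interferon response score -0.14 in the thymus, the myeloid score -0.11 in the spleen and the score of newly generated Tregs 0.073 in the spleen. The erythroid score in the thymus was 0.24 with at least 10 counts in every sample (exact permutation p = 0.0397), and the glycolysis score in the spleen was -0.020 with upper-quartile normalization. With each mouse left out, the ranges crossed 0 for the thymic scores of double-positive and CD8 thymocytes (-0.23 to 0.17), newly generated Tregs (-0.023 to 0.13) and interferon response (-0.087 to 0.064), and for the splenic scores of glycolysis (-0.021 to 0.040) and X inactivation (-0.0022 to 0.34). The same held for the log2 fold changes of *Entpd1* in the spleen (-0.075 to 0.0087), *Gm11942* in the spleen (-0.56 to 0.053) and *Il4* in the thymus (-0.15 to 0.14), and *Il4* in the thymus was -0.18 after the correction for GC content.

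Among 66 named thymic genes, 7 lost their call and 1 was reversed after the correction for GC content. With DESeq2, 12 gained a call, and 1 lost and 13 gained a call with all 18 samples in 1 fit. Among 108 named splenic genes, 3 lost and 1 gained a call after the correction, 9 gained a call with DESeq2, and 32 lost their call with all 18 samples in 1 fit. The thymic genes that lost their call after the correction were *Atp5a1*, *Nfatc2*, *Oas3*, *Ppp3cb*, *Ptprc*, *Shmt2* and *Tpi1*, and the splenic ones *Bcl2l1*, *Gas2* and *Eno1*.

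Depth limits the genes near the floor of 3 counts. *Ifng* and *Il10* in the thymus had too few counts for the filter. Genes with 3 or fewer counts in every library of a group have only a lower bound of their fold difference.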

Differences from the paper's values

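DESeq2, which the paper's methods name, is among the alternatives below, and of the settings named here DESeq2 with a normal prior on fold changes and the correction for GC content were chosen after seeing the values.

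The paper gives 2718 DE genes in the thymus at FDR < 0.01, and edgeR's quasi-likelihood test gave 1047. Of 19 alternatives set before the data were examined, 3 came within 1.5 times the paper's value: DESeq2 (2763 genes), all 18 samples in 1 fit (2881) and FDR < 0.05 (3951). The other 16 did not, among them the 10 fits that left out 1 mouse each (371 to 1087).

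For genes lower in CD25 KO Tregs in both tissues, the paper gives 178 and the count here was 82. Of 27 alternatives set before the data were examined, DESeq2 gave 178 and was the only one within 1.5 times the paper's value, and the 18 fits that left out 1 mouse each gave 39 to 86. For genes higher in CD25 KO Tregs in both tissues, the paper gives about 69 (Fig. 6c, read by eye) and the count here was 16. Of the same 27 alternatives, DESeq2 (73 genes) and no filter on low counts (46) came within 1.5 times, and the fits that left out 1 mouse each gave 6 to 26.

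For *Gzmb* in the thymus, the paper's heat map shows a fold difference of about 1.5 (Fig. 6d, read by eye), lower in CD25 KO Tregs, and the value here was 2.41. Of 16 alternatives set before the data were examined, 3 did not differ by the same rule, all of them among the 10 fits that left out 1 mouse each (2.06 to 3.97). DESeq2 with a normal prior on fold changes, which pulls small or noisy values toward 0 and was chosen after seeing the values, gave 1.51. In all, 4 counts and 94 fold differences were compared, and 3 counts and 1 fold difference differed.

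The paper lists several thymic genes as DE that edgeR's quasi-likelihood test did not call at FDR < 0.01. *Acvr1*, *Cd4*, *Ifngr1* and *Stat3* were called with DESeq2, with all 18 samples in 1 fit and at FDR < 0.05. *Notch2*, *Tgfb1* and *Jun* were called in these 3 settings and without a filter on low counts, *Jak2* in these 3 and with upper-quartile normalization, and *Ccr8* in all of these settings and with at least 10 counts in every sample. *Ccr3* was called with all 18 samples in 1 fit and without a filter on low counts. *Notch2*, *Tgfb1* and *Ccr8* were also called in 2 of the 10 fits that left out 1 mouse each and *Acvr1*, *Cd4*, *Ifngr1* and *Jun* in 1.

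For the genes lower in thymic CD25 KO Tregs only (Fig. 6d), the paper uses FDR < 0.05. Of these genes, *Ebi3* (adjusted p = 0.0524), *Gzmb* (0.0572) and *Lag3* (0.0718) did not pass it, and *Il10* had too few counts for the filter. *Ebi3*, *Gzmb* and *Lag3* passed it with DESeq2, with all 18 samples in 1 fit and with DESeq2 with a normal prior on fold changes, chosen after seeing the values. Of the first 2 of these settings, the lower adjusted p was 0.00843 for *Ebi3*, 0.0157 for *Gzmb* and 0.0370 for *Lag3*. *Il10* passed with all 18 samples in 1 fit (0.0280). *Ebi3* also passed without a filter on low counts and with at least 10 counts in every sample, and *Gzmb* with the mouse number as a replicate block. Of the 10 fits that left out 1 mouse each, *Ebi3* passed FDR < 0.05 without CD25 KO mouse 2 (0.0273) or 4, *Gzmb* without CD25 KO mouse 3 (0.00668) and *Lag3* without CD25 KO mouse 4 (0.0246).

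In the spleen, *Cd28*, *Acvr1*, *Nfatc3* and *Tnfrsf4* were called with DESeq2, without a filter on low counts and at FDR < 0.05, *Jag2* in these 3 settings and with upper-quartile normalization, and *Il10rb* and *Il2rb* with DESeq2, with upper-quartile normalization and at FDR < 0.05. In the 8 fits that left out 1 mouse each, *Nfatc3* and *Tnfrsf4* were called in 2 and *Cd28*, *Jag2* and *Il2rb* in 1. *Tnfrsf4* in the spleen was also called after the correction for GC content, chosen after seeing the data. *Tgfb1* in the spleen was called in no setting run.

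The paper's Discussion describes IL-2R signaling as seeming to act mostly by gene repression in the thymus and by gene activation in the periphery. This would leave more genes higher in thymic and more genes lower in splenic CD25 KO Tregs. The paper's Results instead raise as a possibility that peripheral IL-2R signaling mainly represses genes, which would leave more genes higher in splenic CD25 KO Tregs. Of the DE genes, 51.5% were higher in thymic and 62.4% in splenic CD25 KO Tregs. With upper-quartile normalization, these shares were 64.7% and 54.5%. T cell signaling genes, which the paper places among the largest IL-2-driven groups in the thymus, had a score difference there of -0.092 (exact permutation p = 0.119), with a mean log2 fold change at percentile 0.63 of the matched random lists.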

Other observations

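Of the tests below, that of mixing between libraries was chosen after the result it addresses was seen, and the other tests were set out before.

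Other ways to split the samples gave fewer DE genes. In the thymus, the real split was compared with the 15 other splits that part every WT from the CD25 KO mouse of the same number. Of these 16 splits, 1 gave as many as 1047 genes, the real one. The other 15 gave 0, with 136 to 4384 genes at an unadjusted p under 0.05, against 6433 for the real split, and 16 splits cannot give a share under 0.05. The remaining splits of the 10 mice keep some same-numbered mice together and were not run. In the spleen, 1 of the 35 splits, the real one, gave as many as 1651 genes. The other 34 gave 0, with 158 to 2197 genes at an unadjusted p under 0.05, against 5227 for the real split. Of the 1120 pairs of a regrouping in each tissue, 2 gave as many as 98 genes called in the same direction in both tissues. These were the real pair and the real split with WT and CD25 KO exchanged in 1 tissue, which counts the genes of opposite direction, also 98. Every other pair holds a split with 0 DE genes and so had to share 0. The count of pairs therefore cannot tell whether the sharing exceeds chance.

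Several technical explanations of the DE genes were tested. In the thymus, CD25 KO libraries tended to be smaller (median 19028557 counts, against 22300951 in WT): 2 of the 5 had a total inside the WT range, and the other three were below it. In the spleen, 2 of the 4 CD25 KO libraries had a total inside the WT range, and the other two were above it. After every library was thinned to the smallest total, 1010 thymic and 1475 splenic genes were DE. Without the 10 genes with the most counts, 1076 thymic and 1654 splenic genes were DE. Exonic length had a Spearman correlation with the log2 fold changes of -0.0395 in the thymus and 0.0968 in the spleen, both under the limit of 0.1 set for no bias. GC content had a correlation of -0.400 in the thymus, past the limit of 0.3 set for a bias, and of -0.150 in the spleen, between both limits. After the correction for GC content, the correlations were -0.011 and -0.0069, and 826 thymic and 1711 splenic genes were DE, of which 613 and 1535 were among those called without it. A GC bias is therefore a candidate cause of part of the thymic differences, and most of the thymic and splenic calls are not explained by it. A biological shift in expression that follows GC content would look the same. The immediate early score, as a measure of stress during isolation, was not shown to differ in the thymus (-0.22, exact permutation p = 0.357) or the spleen (0.13, p = 0.114). This depended on single mice: the difference was -0.41 without thymic WT mouse 4 (exact permutation p = 0.0317) and 0.19 without splenic CD25 KO mouse C125 (p = 0.0286), so a difference in stress is not excluded.

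*Gata1* was lower in CD25 KO Tregs in both tissues, which RNA from erythroid cells could produce. The erythroid score was not shown to differ in the spleen (0.18, exact permutation p = 0.543). In the thymus it did not pass an exact permutation p of 0.05 either (-1.32, p = 0.0873), but it was at -0.47 to 1.48 in 4 of 5 CD25 KO mice, below every WT mouse (1.85 to 2.97), and at 3.17 in CD25 KO mouse 3. Without that mouse its difference was -1.86 (exact permutation p = 0.00794), and across the 10 fits that left out 1 mouse each it was -1.86 to -0.81. With at least 10 counts in every sample it was 0.24. RNA from erythroid cells is thus not excluded as a source of part of the thymic difference in *Gata1*.

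The *Il2ra* level of thymic CD25 KO mice 1 to 5 was 107, 291, 99.0, 243 and 99.2 CPM. If the 291 CPM of mouse 2 came from WT thymic libraries mixed into its library, they would have to make up 36.5% of it, and *Gm26825*, a WT-specific gene here, would be at 37.4 CPM. It was at 0.0960 CPM, 0.257% of that level, which goes against mixing with these WT libraries. Donor WT Tregs, which the paper describes in the thymus of cured mice, were not tested as a source, since gene counts do not tell the alleles of donor and recipient apart.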
